# Genome-Wide RNA Polymerase II Profiles and RNA Accumulation Reveal Kinetics of Transcription and Associated Epigenetic Changes During Diurnal Cycles

**DOI:** 10.1371/journal.pbio.1001442

**Published:** 2012-11-27

**Authors:** Gwendal Le Martelot, Donatella Canella, Laura Symul, Eugenia Migliavacca, Federica Gilardi, Robin Liechti, Olivier Martin, Keith Harshman, Mauro Delorenzi, Béatrice Desvergne, Winship Herr, Bart Deplancke, Ueli Schibler, Jacques Rougemont, Nicolas Guex, Nouria Hernandez, Felix Naef, the CycliX consortium

## Abstract

Interactions of cell-autonomous circadian oscillators with diurnal cycles govern the temporal compartmentalization of cell physiology in mammals. To understand the transcriptional and epigenetic basis of diurnal rhythms in mouse liver genome-wide, we generated temporal DNA occupancy profiles by RNA polymerase II (Pol II) as well as profiles of the histone modifications H3K4me3 and H3K36me3. We used these data to quantify the relationships of phases and amplitudes between different marks. We found that rhythmic Pol II recruitment at promoters rather than rhythmic transition from paused to productive elongation underlies diurnal gene transcription, a conclusion further supported by modeling. Moreover, Pol II occupancy preceded mRNA accumulation by 3 hours, consistent with mRNA half-lives. Both methylation marks showed that the epigenetic landscape is highly dynamic and globally remodeled during the 24-hour cycle. While promoters of transcribed genes had tri-methylated H3K4 even at their trough activity times, tri-methylation levels reached their peak, on average, 1 hour after Pol II. Meanwhile, rhythms in tri-methylation of H3K36 lagged transcription by 3 hours. Finally, modeling profiles of Pol II occupancy and mRNA accumulation identified three classes of genes: one showing rhythmicity both in transcriptional and mRNA accumulation, a second class with rhythmic transcription but flat mRNA levels, and a third with constant transcription but rhythmic mRNAs. The latter class emphasizes widespread temporally gated posttranscriptional regulation in the mouse liver.

## Abstract 2

Genome-wide rhythms in RNA polymerase II loading and dynamic chromatin remodeling underlie periodic gene expression during diurnal cycles in the mouse liver.

## Author Summary

In mammalian organs such as the liver, many metabolic and physiological processes occur preferentially at specific times during the 24-hour daily cycle. The timing of these rhythmic functions depends on a complex interplay between the endogenous circadian clock and environmental timing cues relayed through the master circadian clock in the suprachiasmatic nucleus, or via feeding rhythms. These rhythms can be implemented on several regulatory levels, and here we aimed at a better understanding of the transcriptional and epigenetic changes that regulate diurnal rhythms. We performed genome-wide analysis of the locations of RNA polymerase II (Pol II) and the epigenetic histone modifications H3K4me3 and H3K36me3 at specific times of day, relating these data to mRNA expression levels. Our analyses show that Pol II transcriptional rhythms are biphasic in mouse liver, having predominant peak activities in the morning and evening. Moreover, dynamic changes in histone marks lag transcription rhythms genome-wide, indicating that the epigenetic landscape can be remodeled during the 24-hour cycle. Finally, a quantitative analysis of temporal Pol II and mRNA accumulation profiles indicates that posttranscriptional regulation significantly contributes to the amplitude and phase of mRNA accumulation profiles. While many studies have analyzed how transcription and chromatin states are modified during irreversible cell differentiation processes, our work highlights how these states can evolve reversibly in a system exhibiting periodicity in time.

## Introduction

In most mammalian organs, widespread diurnal rhythms in mRNA expression underlie the temporal compartmentalization of cellular and physiological processes [1]. In liver, these rhythms reflect the combined effects of regulation by time-varying systemic signals and by the autonomous circadian oscillator [2],[3]. Pol II–dependent gene expression in the liver exhibits widespread and large-amplitude daily rhythms in transcript accumulation that temporally compartmentalize key hepatic functions [4] such as lipid and carbohydrate metabolism [5],[6], sterol biosynthesis [7], or detoxification [8]. In liver, chromatin immuno-precipitation (ChIP) studies on key circadian transcription factors are shedding light on how the clock achieves phase-specific transcription rhythms [9]–[14]. Studies on many individual genes have shown that circadian transcription is accompanied by temporally varying epigenetic modifications [9],[15]–[19], but it is only recently that this question is being addressed genome-wide [20]. Such studies are important as they can reveal the relationships between the kinetics of transcription and related histone modifications in a system that returns to the same state every 24 h.

Here we quantified in time the recruitment of Pol II to gene promoters, the loading of Pol II in gene bodies, the levels of H3K4 and H3K36 trimethylation, as well as the accumulation of mRNAs at six time points around a 24-h cycle. We mapped H3K4 and H3K36 trimethylation because these marks are known to accumulate to high levels just downstream of active TSSs in the first case [21]–[23], and within the body of transcribed genes, with higher accumulation toward the end of the transcription unit, in the second case [21],[24],[25]. Comparison of these marks with Pol II accumulation provides us with two independent ways to assess location of active TSSs and transcription units. We used these data to provide a comprehensive view on how these quantities are dynamically related in terms of phases and amplitudes. Moreover, a mathematical model relating transcription and mRNA accumulation profiles, which enforces the associated quantitative constraints on phases and amplitudes, reveals a role for posttranscriptional processes in cyclic mRNA accumulation [26].

## Results

### Temporal ChIP-Seq Profiles for Pol II, H3K4me3, and H3K36me3

Analysis of ChIP-seq profiles for Pol II (RPB2 subunit), H3K4me3, and H3K36me3 in mouse liver revealed that Pol II occupancy correlated well with known transcription phases of core clock and clock-control genes (Figures 1 and S1). For example, the master clock regulator *Bmal1* was maximally occupied by Pol II, both at the promoter and within the gene body, at Zeitgeber Time (ZT) 22 (ZT0 corresponds to light on and ZT12 to light off), whereas its direct target and repressor, the nuclear receptor *RevErbα*, reached peak occupancy levels at ZT6 (Figure 1A,B), consistent with the known temporal transcription pattern of these genes [27]. The temporal variation of these profiles indicates that Pol II is loaded dynamically to the gene promoters and that productive elongation as reflected by Pol II occupancy in the gene bodies varies in phase with the promoter signal (Figure 1 and Movies S1, S2). In addition, these promoters showed localized signals of H3K4me3, whose levels were above background at all times and cycled with a slight delay compared to Pol II occupancy (Figure 1). As expected, the H3K36me3 mark, reflecting active transcription and splicing [28],[29], was found within gene bodies, with typically higher levels towards the 3′-proximal end of genes [24],[25]. H3K36me3 levels cycled with a delayed phase and with damped amplitude compared to H3K4me3 and Pol II occupancy.

**Figure 1:**
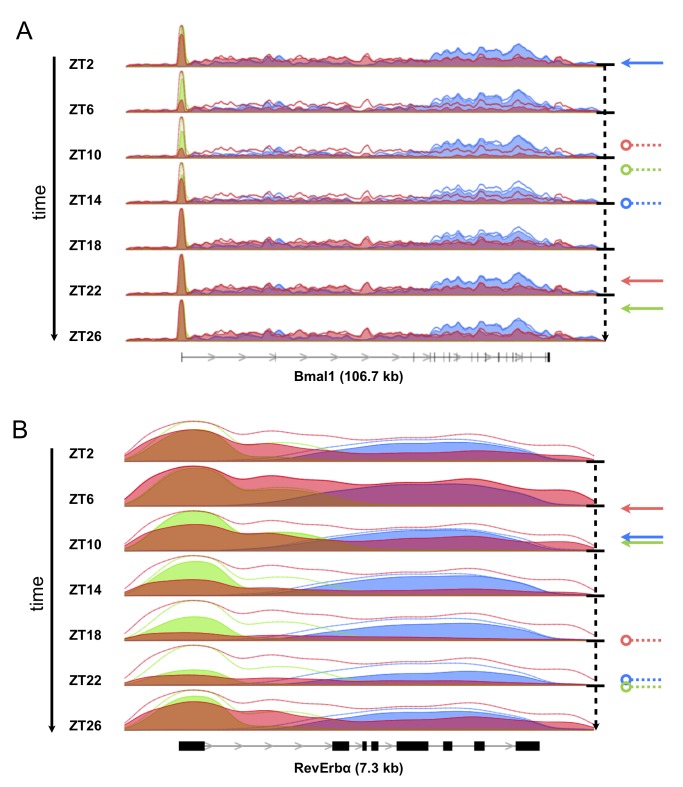
Pol II, H3K4me3, and H3K36me3 genomic profiles of core circadian clock genes measured around the clock. (A) The density profiles of Pol II (red), H3K4me3 (green), and H3K36me3 (blue) are indicated for the Bmal1 gene, which spans 107 kb on chromosome 7, with the thin lines above the profiles indicating the position-specific temporal maxima. The gene structure (RefSeq transcripts) is shown below the panel. The dashed lines starting with a circle and the arrows represent minima and maxima, respectively, of gene body Pol II occupancy (red), promoter H3K4me3 occupancy (green), and gene body H3K36me3 occupancy (blue), as estimated by cosine fits (Materials and Methods). Maximal Pol II, H3K4me3, and H3K36me3 densities are reached at ZT21, ZT23, and ZT2. (B) As in (A), but for the *RevErbα* (*Nr1d1*) gene, which spans 7.3 kb on chromosome 11. Maximal Pol II, H3K4me3, and H3K36me3 densities are reached at ZT6, ZT9, and ZT9. Temporal animations of these profiles are provided as supplemental movies. Similar profiles for the circadian *Per1* gene and constitutive *Tbp* gene are shown in Figure S1.

### The Spatial Organization of Pol II and Associated Chromatin Modifications Along the Genome

Pol II transcription starts with recruitment of the polymerase complex to gene promoters to form closed complexes. This initial step is followed by the isomerization to the open complex, abortive transcription, promoter escape, release from possible proximal pausing, elongation, and transcript termination (reviewed in [30],[31]). The transition kinetics from one phase to the next can lead to distinct genomic Pol II occupation profiles [32]. We analyzed the Pol II spatial profiles around transcript start sites (TSSs) and polyadenylation sites (PASs) (Figure 2A,B). Near TSSs, we obtained profiles consistent with previous studies [21],[33], although high read coverage enabled us to resolve three bumps located approximately at positions −200, +1, and +80 bp. The Pol II signal trailed downstream of the TSS, reflecting productive elongation [32],[34]. At PASs, we observed a dip in the Pol II signal followed by an increase above the level observed upstream of the PASs, suggesting a slowing down of the polymerase after transcript cleavage and before transcription termination [31],[32],[34]. The H3K4me3 mark peaked about 200 nucleotides downstream of the TSS [21],[35] and was absent around the PAS. In contrast, the H3K36me3 mark was absent near the TSS but accumulated increasingly toward the 3′-proximal end of genes [24] to dip just before the PAS, rebound, and then slowly decrease (Figure 2A,B). We then stratified our data into quartiles according to mRNA accumulation levels obtained from the same samples. 

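Liver mRNA was measured on 7 Affymetrix Mouse Gene 1.0 ST arrays, 1 for every 4 h from ZT02 to ZT26, where ZT is the time after lights on and ZT26 is the clock time of ZT02 on the next day. Each array was hybridised with 1 pool made of 500 ng of RNA from each of 5 livers of male C57/BL6 mice fed in the dark phase. The spread between animals is therefore averaged within a pool, and no time point has a replicate array. The deposited values are log2 signals, which the submitters' processing notes credit to the RMA method in Affymetrix Expression Console 1.1.2637.26569. The array medians lay between 6.37 and 6.40 over 35556 probe sets. A cosine with a period of 24 h was fitted to the log2 values of each probe set, and the cosine and sine terms were tested together with limma's moderated F-test. The tested set held the 12076 probe sets with a single gene symbol and a mean above 85 units on the natural scale, the expression minimum of the paper's methods. With 4 residual degrees of freedom per probe set, the test borrows the spread across probe sets, and its p-values measure how far a cosine stands out from a flat profile over these pools, not the spread between mice. A fold below is the fitted peak over the fitted trough on the natural scale, unless the highest and lowest arrays are named, and an amplitude is the fitted distance from mean to peak in log2 with its standard error.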

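Genes with more mRNA in the liver at ZT02 carried more Pol II at their promoters. In the lowest quartile of 297 genes, with a median of 71.4 mRNA units, the median of the mean Pol II promoter signal that the paper lists in Table S4 was 1.64 (quartiles 1.01 and 3.55). The quartiles of 296 genes above it had median Pol II signals of 6.71 and 9.52. The highest quartile, with a median of 2461 mRNA units, had a median Pol II signal of 12.2 (quartiles 7.04 and 18.8), so that the middle portions of the lowest and highest quartiles did not overlap. Across these genes Spearman's rho between the ZT02 mRNA value and the Pol II signal was 0.547, and genes are not independent replicates. The comparison covers only the first 1197 of the 22463 rows of Table S4, which is sorted by combined rhythmicity. The histone marks and CpG content were not analysed here.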

Pol II occupancy as well as the two histone marks clearly scaled with mRNA accumulation (Figures 2C,D and S2A–D), and Pol II occupancy scaled with increased CpG content in promoters (Figure S2E,F). This suggests that in mouse liver, the genes most highly occupied by Pol II are in general genes with promoter-associated CpG islands.

**Figure 2:**
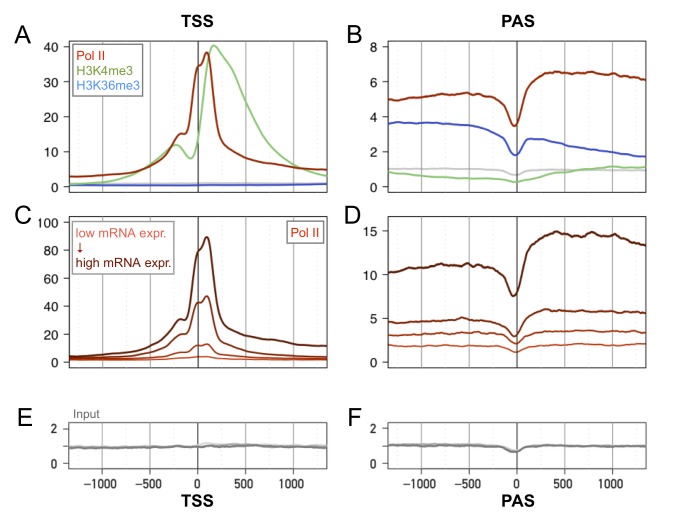
Genomic profiles of Pol II, H3K4me3, and H3K36me3 densities around transcription start sites (TSSs) and polyadenylation sites (PASs) at ZT2. (A) Average signals over 11,217 genes with nonoverlapping TSSs (see Materials and Methods) for each mark around the TSSs: Pol II (red), H3K4me3 (green), H3K36me3 (blue), and input chromatin (gray). (B) As in (A) but around the PAS. (C) Average Pol II signals over transcripts split by quartile, based on the level of expression as measured by microarrays. Each quartile is represented by a distinct color shading from light (lowest quartile in mRNA expression) to dark (upper quartile in mRNA expression). (D) As in (C) but for the PAS. (E–F) Profiles of input chromatin. Note that the depletion at the PAS only partially explains the dips in panels (B) and (D). Vertical axes have arbitrary units, but the scales on the left and right panels can be compared for the same marks.

### Promoter Proximal Pol II Occupancy Is Rhythmic in Liver and Predicts Transcription

The results above reveal the spatial arrangement of Pol II, H3K4me3, and H3K36me3 along genes as well as the dynamic changes of these marks during a diurnal cycle. We further analyzed the genome-wide relationship between Pol II density at promoters, probably reflecting polymerases with the C-terminal domain (CTD) either hypophosphorylated or phosphorylated on Serine (Ser) 5 in the closed complex, open complex, and paused states, and that of Pol II density within gene bodies, likely to represent elongating enzymes with CTDs increasingly phosphorylated on Ser 2 in addition to Ser 5 (see [36] and [34] and references therein). We found two main populations of genes: those with low Pol II in both promoters and gene bodies and those with higher Pol II in both regions (Figure 3A). Our mRNA expression data indicated that the first group corresponds to genes transcribed at background levels and the second to actively transcribed genes (Figure S3B). 

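On the ZT02 array the values of the 21789 probe sets with a single gene symbol formed a low and a high group, with modes at 5.95 and 7.85 in log2. Over the 7 arrays, 6093 of these probe sets (28.0%) had a mean at or below 43 units, which the methods take as background, 3620 (16.6%) lay from there to 85 units, and 12076 (55.4%) lay above 85 units. The clock gene Bhlhe41, with a mean of 47.0 units, stood near background on average, though its highest array reached 105.6 units. Tbp, which encodes the TATA-binding protein, had a mean of 414 units. Of the 1128 genes whose probe set is listed in the part of Table S4 used here, 191 had a mean Pol II signal at or below 1.9, the minimum in the methods. Their median ZT02 mRNA was 72.5 units (quartiles 35.2 and 135.7), and 80 of them (41.9%) exceeded 85 units. The 937 genes with a higher Pol II signal had a median of 501.2 units (quartiles 216.1 and 1391), and 880 of them (93.9%) exceeded 85 units. This part was chosen by rhythmicity, so the shares describe those genes only.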

The lower Pol II density observed in gene bodies relative to promoter regions (by a factor of 3 to 10; Figure 3A) likely reflects polymerases elongating at a typical speed of ∼60 nt/s [37], thus diluting the read signals as compared to the nearly static polymerases proximal to promoters. The Pol II densities in the gene bodies and downstream of the PAS correlated well; nevertheless, the latter showed an increased signal compared to the former, perhaps due to Pol II pausing downstream of the PAS (Figures 2B and 3B) [32],[38].

**Figure 3:**
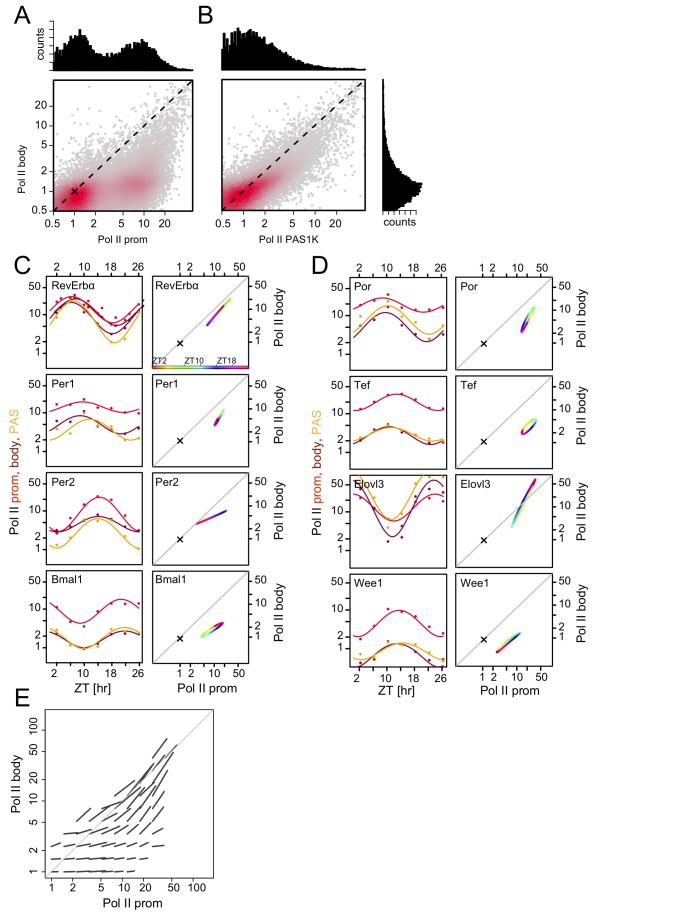
Temporal Pol II occupancies at promoters and in gene bodies oscillate with similar phases. (A) Pol II occupancy at ZT2 in promoters (mean in ±1 kb regions around TSSs) versus gene bodies (mean over the regions from +1 kb to the PAS) for all genes in logarithmic scale. Color intensity indicates population density. One transcription unit per gene is shown (the selection is based on H3K4me3 and Pol II signals at promoters and PAS, as described in Materials and Methods). Two main populations can be distinguished: one with low Pol II occupancy in both promoter and gene body regions (lower left cloud), corresponding to silent or weakly transcribed genes, and one with higher Pol II occupancy within promoter regions and, to a lower extent, gene body regions (fainter cloud shifted slightly up and to the right). The bimodality of the promoter signal is clearly seen in the projection (histogram above the horizontal axis), whereas the signal in the gene body (elongating polymerases) has a lower dynamic range (histogram on the vertical axis shown in panel B). The cross sign, also shown in panels C and D, indicates background levels estimated from the lower maxima of the histograms. (B) Pol II occupancy at ZT2 in the first 1 kb window after the PAS (PAS1K) versus gene bodies (as in A). The two measures show high correlation, but PAS1K has a larger dynamic range (see Figure 2B). In (A) and (B), data are shown for ZT2, but all time points looked virtually identical. (C and D) Temporal profiles of Pol II promoter/gene body occupancy ratios for core clock genes (C) and selected output genes (D). Left, temporal profiles for promoters (red), gene bodies (brown), and PAS (orange) together with cosine fits. Right, the data from the left panels for the promoter and gene body are plotted against each other in the coordinate system of panel A. ZT times are color-coded (see color bar). Cross signs indicate background levels. Note logarithmic scale on axes. (E) Genome-wide analysis showing that Pol II occupancies at promoters and in gene bodies co-vary in time. Each line shows the average orientation and amplitude of changes during a diurnal cycle for genes in regions on a grid. The nonbinned plot is shown in Figure S3C.

The net transcription rate can be controlled on several levels: at the level of Pol II recruitment to promoters by transcription factors as studied in vitro [38] as well as at a postrecruitment stage through the release of Pol II from promoter proximal pausing [24]. The relative importance of these two regulation steps seems to vary in different biological settings [34]. Our time series allowed us to examine the temporal relationships between Pol II occupancy in promoters, in gene bodies, and downstream of the PASs. For both core clock (Figure 3C) and circadian output genes (Figure 3D), we found that, at the measured time resolution, the three quantities varied in phase. This is seen both in the overlaid temporal profiles (left rows in Figure 3C,D) and in the temporally correlated promoter and gene body signals (right rows in Figure 3C,D). The tendency of Pol II occupancy in promoters and gene bodies to vary in phase was confirmed genome-wide as indicated by the averaged orientation of temporal promoter and gene body signals (Figures 3E and S3D–G) and similarly for the relationship between promoter and PAS signals (Figure S3H). As supported by a simulation of a mathematical model of transcription describing the Pol II recruitment step, isomerization to the open complex, promoter escape, release from promoter proximal pausing, and elongation (Figure S4), this argues that rhythmic loading of Pol II to gene promoters, rather than a rhythmic transition from a paused state to productive elongation, primarily underlies diurnal transcription rhythms for the vast majority of transcripts expressed above background levels. Indeed, the scenario of a temporally regulated pausing release would lead to anticorrelated promoter and gene body signals traces (Figure S4), which is not observed.

### The Chromatin Landscape Is Dynamically Remodeled During Diurnal Cycles

A similar analysis of the levels of Pol II and H3K4me3 at gene promoters identified two well-separated populations exhibiting either both low H3K4me3 and Pol II levels or high H3K4me3 and Pol II levels (Figure 4A). Most likely, H3K4me3 separates nonactive from active genes in the liver, consistent with previous data [21]–[23],[39],[40]. Similarly, the comparison of H3K36me3 with Pol II in gene bodies, both indicative of active transcription, revealed that the H3K36me3 signals split into populations with low and high gene body Pol II occupancy, probably reflecting non- or lowly transcribed and actively transcribed genes (Figure 4B). This was even more obvious when H3K36me3 was compared with Pol II density at promoters (Figure S3A), again reflecting the lower Pol II sampling depth in gene bodies. Comparing H3K4me3 at promoters and H3K36me3 in gene bodies (Figure 4C) showed that the populations identified by either mark were highly correlated, indicating that, in the liver, H3K4me3-marked promoters are often actively transcribed. While this holds strictly for constitutively transcribed genes, rhythmically transcribed genes are among the exceptions as the promoters of both core clock (Figure 4D) and clock output genes (Figure 4E) harbored relatively high levels of H3K4me3 even at times of lowest Pol II occupancy. Thus the amplitude of the H3K4me3 rhythm was damped compared to that of Pol II. For example, Pol II occupancy for the *Per2* gene dropped close to background levels at nadir time ZT2, whereas H3K4me3 levels remained relatively high (Figure 4D–F). H3K36me3 rhythms exhibited a similarly compressed cycle (Figures 4D,E and S5C,D). The compressed amplitudes of the methylation mark levels as compared to Pol II occupancy suggest firstly that histone modifications may saturate before maximal transcription is reached and secondly that in a system where transcription levels oscillate on the scale of 24 h, methylation marks may not be removed completely before transcription increases again. Thus, in a situation of fast changing transcription, methylation marks do not provide linear measures of transcription.

**Figure 4:**
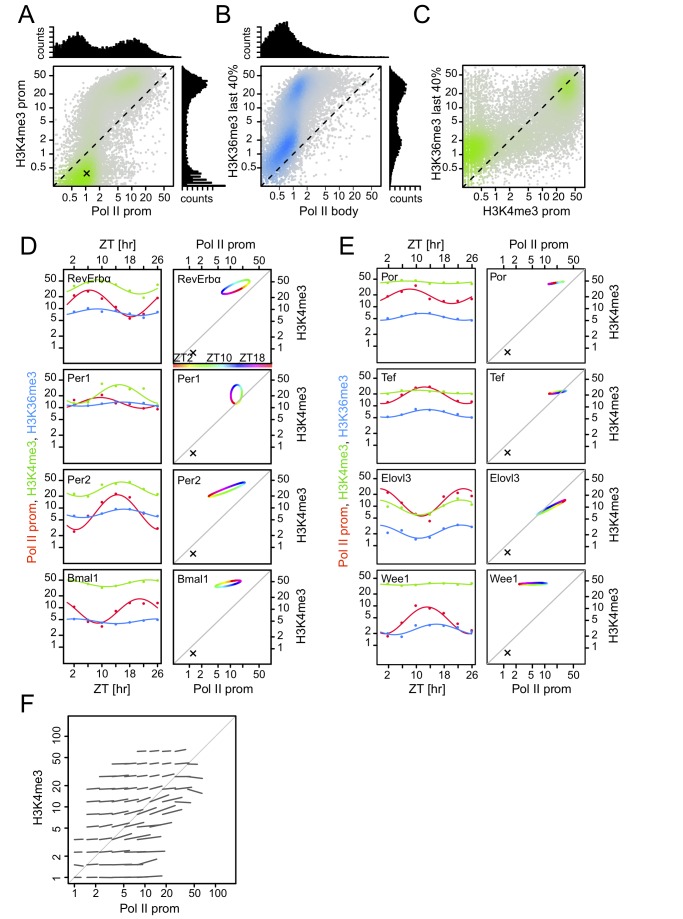
H3K4me3 and H3K36me3 marks vary during the diurnal cycle with reduced amplitude as compared to Pol II occupancy. (A) H3K4me3 promoter levels versus Pol II promoter occupancy at ZT2. Two populations can be identified from the densities: silent (or weakly active) promoters (lower left cloud) and active promoters (fainter cloud shifted above the diagonal and to the right). Bimodality in both signals is clearly seen in the projections (histograms). The cross sign, also shown in panels D and E, indicates background levels estimated from the lower maxima of the histograms. (B) H3K36me3 levels (quantified over the most 3′-proximal 40% of gene bodies) versus Pol II body occupancy at ZT2. Two populations can be identified from the densities: silent (or weakly transcribed) genes (lower left cloud) and transcribed genes. (C) H3K36me3 levels as in (B) versus H3K4me3 promoter levels at ZT2. This comparison shows the two classes most clearly, indicating that the large majority of genes harboring H3K4me3 marks are transcribed. In (A–C), data are shown for ZT2, but all time points looked identical. (D–E) Temporal profiles of H3K4me3 and H3K36me3 marks, and promoter Pol II occupancy for some core clock genes (D) and selected output genes (E). Left, temporal profile for promoter Pol II occupancy (red), H3K4me3 marks (green), and H3K36me3 marks (blue) together with cosine fits. Right, the cosine fits for Pol II promoter occupancy and H3K4me3 plotted against each other in the coordinates of panel A. ZT times are color-coded (see color bar). Crosses indicate background levels. Note that levels of H3K4me3 remain relatively high at the troughs of transcription (as measured by Pol II density). (F) Genome-wide temporal analysis showing that H3K4me3 modifications at promoters show compressed amplitudes compared to Pol II promoter occupancy (compare with Figure 3E). Each line shows the average orientation and amplitude of changes during a diurnal cycle for genes in regions of a grid. The nonbinned plot is shown in Figure S5.

### Pol II Transcription Is Biphasic and Histone Modifications Are Delayed Compared to Transcription

We next aimed at studying the temporal relationships between Pol II transcription, histone marks, and mRNA accumulation. 

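Among mRNAs with wide rhythms and a fitted peak in the light phase, Dbp, which encodes a transcription factor of the clock's output, changed 19.1-fold with a peak at ZT10.9 (limma, adjusted p = 0.0151). Rgs16, a regulator of G protein signalling, changed 19.0-fold with a peak at ZT9.70 (adjusted p = 0.0151), and Igfbp1, an insulin-like growth factor binding protein, changed 13.6-fold with a peak at ZT3.95 (adjusted p = 0.0310). In the dark phase, Mfsd2a, a lipid transporter, changed 15.7-fold (adjusted p = 0.0319), Usp2, a ubiquitin-specific protease, 14.6-fold with a peak at ZT14.1 (adjusted p = 0.0425), and Tubb2a, a beta-tubulin, 7.59-fold with a peak at ZT22.9 (adjusted p = 0.0261). In all, 540 of the 12076 probe sets, from 507 genes, had a rhythm at an adjusted p under 0.05, of which 239 peaked in the light and 301 in the dark. The fold exceeded 1.5 in 399 of them and 2 in 169. Peaks were most frequent from ZT22 to ZT24 (86 probe sets), ZT12 to ZT14 (78) and ZT0 to ZT2 (72), and least frequent from ZT18 to ZT20 (19). The methods apply to mRNA a p under 0.25 in Fisher's test for one period, a fold above 1.5 and a mean above 85 units. They do not define the fold, taken here as highest over lowest array. By these thresholds 1645 probe sets were rhythmic, against 1013 with the fitted fold. With the one-period test in the form of Table S4, tried after seeing the data, 1146 were rhythmic. Of the 1973 probe sets past 1.5-fold by highest over lowest array, 493.2 would pass the p threshold by chance. The count of 540 rests on all 7 arrays together, since it fell to 13 without ZT02, 170 without ZT06, 102 without ZT10, 34 without ZT14, 189 without ZT18, 312 without ZT22 and 83 without ZT26, and Fisher's test for one period gave 0 probe sets after Benjamini-Hochberg adjustment against 2101 at an unadjusted p under 0.05. The light phase held 44.3% of the peaks, 35.3% without ZT06 and 27.7% without ZT26. Of the genes named, Dbp was lost without ZT02, ZT10 or ZT14 (highest adjusted p 0.0672), Rgs16 without ZT02, ZT14 or ZT26 (highest 0.0673), Tubb2a without ZT02, ZT10, ZT14 or ZT26 (highest 0.101), Igfbp1 in all but the fits without ZT06 and ZT22 (highest 0.132), Usp2 in all but those without ZT10 and ZT22 (highest 0.135), and Mfsd2a in all but that without ZT22 (highest 0.125). The sizes of the folds also rest on single arrays, since with 1 array left out they ranged from 11.8 (without ZT10) to 26.4 (without ZT06) for Rgs16, from 14.2 (without ZT10) to 29.1 (without ZT22) for Dbp, from 11.1 to 19.3 for Igfbp1, from 12.8 to 21.0 for Mfsd2a, from 11.0 to 20.2 for Usp2 and from 5.29 to 9.96 for Tubb2a.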

While the statistical power for rhythmicity analysis on individual datasets is limited with our low sampling [41],[42], we exploited the possibility to combine the rhythmicity scores of five different features (Pol II promoter, Pol II body, H3K4me3, H3K36me3, and mRNA) to define a set of transcripts that showed significant combined rhythms suitable for a global analysis of phase relationships (*n* = 284, *p*<0.004, Fisher's combined probability test, FDR = 0.3). Even at this permissive false discovery rate (FDR), this set shows excellent overlap with previously published transcriptome data (Figure S6A,B; Table S4) [41],[43], and an extended selection (*n* = 752) shows equally convincing overlap (Figure S6C–E). These genes clearly showed a bimodal distribution in peak Pol II phase with maxima at ZT9 and ZT21 both for the promoter and gene body signals (Figure 5A), consistent with models of phase-specific circadian transcription in which E-box elements drive the transcription of morning genes and RORE elements that of evening genes [44]. 

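Within this set the mRNA rhythms were mostly small. Each of the 284 genes had a probe set, and their median mRNA amplitude was 0.26 in log2 (quartiles 0.13 and 0.45). Among them, Egr1, an immediate early transcription factor, had an amplitude of 1.39 (standard error 0.16) and Loxl4, a lysyl oxidase-like enzyme, 1.36 (standard error 0.13), with adjusted p of 0.0247 and 0.0151 from limma. Klf10, a Krüppel-like transcription factor, had an amplitude of 0.86 (standard error 0.05, adjusted p = 0.00439) and Tspan4, a tetraspanin, 0.72 (standard error 0.06, adjusted p = 0.0115). Of the 238 genes of the set whose probe set was tested, 104 passed an adjusted p under 0.05, and 188 of the 284 had a p under 0.05 in Fisher's test for one period. Of 599 tested genes in the extended selection, 189 passed. These arrays are 1 of the 5 features on which the paper chose the genes, so the counts are not independent evidence of rhythms. Klf10 passed with each array left out in turn, whereas Tspan4 was lost without ZT02 (adjusted p 0.0586) or ZT14 (0.0682), Loxl4 without ZT02 (0.0682) or ZT10 (0.0572), and Egr1 without ZT02 (0.0906), ZT14 (0.113), ZT18 (0.0567) or ZT26 (0.0853).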

In fact, the transcription phases of promoter found to be bound by the E-box activator BMAL1 [11] and the repressor of RORE elements RevErbα [14] support this interpretation (Figure S7A). Since we found a strong correlation between Pol II loadings at promoters and CpG content (Figure S2E), we stratified our analysis accordingly. While the phase distributions did not show a significant difference in promoters with low versus high CpG content (Figure S7B), the rhythms of high CpG content promoters show slightly damped amplitudes (Figure S7C). These two waves of transcription preceded biphasic mRNA accumulation, albeit not as sharp, centered on ZT15 and ZT1 (Figure 5A, mRNA). Both the delay and less sharp bimodality are expected from mRNA processing and turnover times, the latter ranging from minutes to days with a mean of a few hours in mammalian cells [45],[46]. 

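The mRNA peaks of the 284 genes were spread over the day, with the fullest 2-h bins at the start of the light and in the first part of the dark. Chka, a choline kinase, peaked at ZT22.88 (standard error 0.418 h) and Loxl4 at ZT0.0421 (standard error 0.383 h), while Tef, a transcription factor related to Dbp, peaked at ZT12.3 (standard error 0.499 h). By 2-h bins, 30, 34 and 25 genes peaked from ZT22 to ZT24, ZT0 to ZT2 and ZT2 to ZT4, against 8 from ZT4 to ZT6 and 26 from ZT8 to ZT10. In the bins from ZT12 to ZT18 there were 31, 28 and 29 genes, and 16 from ZT20 to ZT22. In total, 106 genes (37.3%) peaked in the 8 h from ZT12 to ZT20 and 89 (31.3%) in the 6 h from ZT22 to ZT4, where an even spread would give 33.3% and 25%. A kernel density of the peak times with an SD of 1 h had its highest mode at ZT0 (bootstrap SD 0.697 h over genes) and another at ZT15.6 (bootstrap SD 2.18 h), with a lower mode at ZT9.8. Without the ZT22 array the evening mode moved to ZT12.65, and without ZT18 the morning mode moved to ZT1.15. Chka was called rhythmic without ZT22 but not without any other array (highest adjusted p 0.0792) and Tef without ZT10 or ZT22 only (highest 0.0878, limma).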

At the measured resolution, the Pol II promoter and gene body rhythms were, on average, in sync (Figure 5B). Interestingly, the phases of H3K4me3 were delayed, on average by 1.3 h, compared to Pol II. This is consistent with the 1 h delay reported for the *Dbp* gene [9], indicating that while H3K4me3 levels stay high at the troughs of diurnal transcription (Figure 4D,E), the maximum H3K4me3 levels slightly lag maximal transcription. Moreover, the peak times of H3K36me3 and mRNA maximum accumulation were shifted by an average of about 3 h relative to Pol II occupancy (Figure 5B,C). Both the overall levels of Pol II, H3K4me3, and H3K36me3 (Figure S7D) and phase relationships (Figure S7E) did not depend on the phase of transcription. Moreover, the identified average phase relationships and delays were unchanged with the extended gene selection (Figure S8).

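For several clock and metabolic genes the mRNA peaked after Pol II at the promoter. Taking Pol II peak times from the paper's Table S4, the mRNA of Per2 peaked 0.637 h, Dbp 0.823 h and Arntl (Bmal1) 1.94 h later. Among metabolic genes the delay was 1.84 h for Cyp7a1, the rate-limiting enzyme of bile acid synthesis, 2.64 h for Thrsp, a regulator of lipid synthesis, and 3.80 h for Elovl6, a fatty acid elongase. Over the 284 genes the circular mean delay of mRNA was 2.72 h (95% bootstrap interval over genes 2.34 to 3.10 h) and the circular SD 3.43 h. The 138 genes with a Pol II peak from ZT3 to ZT15 had a mean delay of 2.89 h (2.39 to 3.43 h) and the 146 others 2.54 h (1.98 to 3.09 h). The difference between these groups was not tested, and genes are not independent replicates. The delay of H3K36me3 was not analysed here.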

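In the extended selection the mRNAs again peaked after Pol II. The mean delay over the 747 genes with a probe set was 2.74 h (95% bootstrap interval 2.45 to 3.03 h), with a circular SD of 4.07 h. The evening mode of their mRNA peaks lay at ZT14.6 and the morning mode at ZT23.85. Genes of this selection with short and long delays included Rgs16 at 0.361 h and Tspan4 at 3.75 h.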

**Figure 5:**
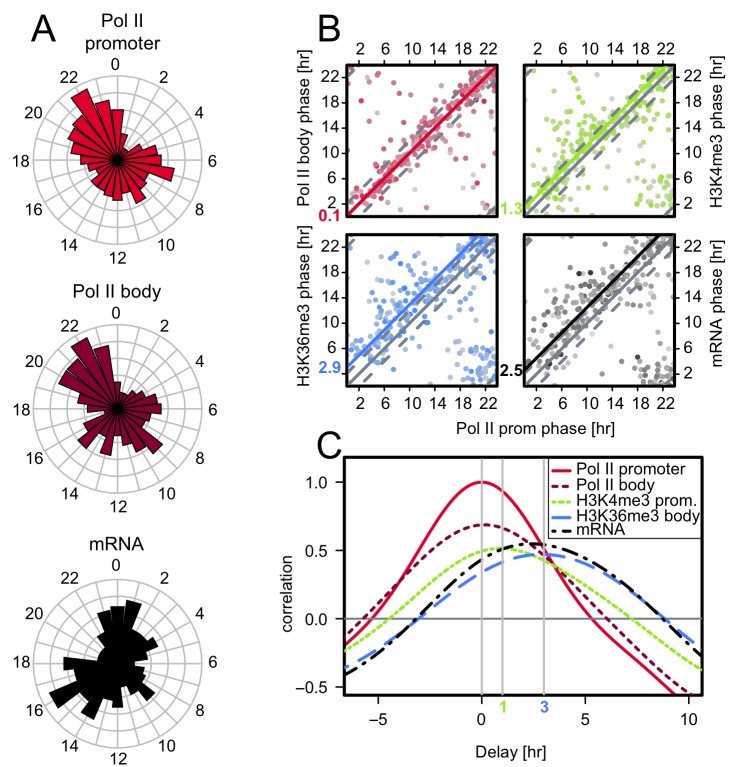
Temporal relationships of Pol II, H3K4me3, H3K36me3 profiles, and mRNA accumulation in mouse liver. (A) Phase histograms for cyclic genes. A selection of 284 genes (*p*<0.004, FDR = 0.3) showing cyclic patterns in all marks (see Materials and Methods) were fitted with a cosine function and the phase (peak time of the fit) was computed. These phases show a bimodal distribution for Pol II occupancy in promoters and gene bodies with maxima around ZT9 and ZT21, as well as in mRNA accumulation with a phase delay of approximately 3 h. (B) Phases for the same genes are represented in pairs, with color shade indicating *p* value (lower *p* values are darker) for the 24-h rhythm of the Pol II promoter signal. Relative to the phase of Pol II in promoters, we find high concordance for Pol II occupancy phases in gene bodies, an average delay of 1.3 h for H3K4me3 phases, and more spread H3K36me3 and mRNA phases with an average delay of about 3 h. Colored lines are mean-square regressions with intercepts corresponding to the average delays, as indicated in color. The thin dashed lines indicate ±2 h delays. (C) Temporal cross-correlation analysis. Using the same gene selection, we applied Fourier interpolation to obtain a continuous time trace (see Figure 3C,D and Figure 4D,E) and computed average cross-correlations between each mark and the corresponding Pol II promoter trace. Pol II occupancies in promoters and gene bodies are well-correlated and simultaneous, and H3K4me3 lags by about 1 h on average, whereas mRNA and H3K36me3 are phase-delayed by about 3 h. The same figure is shown for a more permissive selection (Figure S8, *n* = 752, *p*<0.018, FDR = 0.5).

### Temporal Relationships of Pol II Occupancy and mRNA Accumulation Suggest Widespread Posttranscriptional Control

To establish whether rhythmically accumulating mRNA can be explained from rhythmic transcription, we quantitatively compared phases and amplitudes of Pol II occupancy with mRNA levels. While the relative importance of transcriptional amplitudes and mRNA stability leads to a continuum of mRNA phases and amplitudes (cf., Kinetic model for mRNA accumulation, Materials and Methods), we chose to discuss qualitatively different outcomes by distinguishing three classes of genes (Table S4; Materials and Methods). Class 1 genes (*n* = 675) were rhythmic with regard to both transcription and mRNA accumulation. Class 2 genes (*n* = 668) were transcribed rhythmically, but their RNAs accumulated at almost constant levels. 

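Class 1 and class 2 genes differed in how far their mRNAs swung, as the paper defined them to on these arrays. Elovl3, a fatty acid elongase of class 1, had a ratio of mRNA to Pol II relative amplitude of 1.06, and Wee1, a cell cycle kinase of class 1, 1.18. Actb, the beta-actin gene of class 2, had a ratio of 0.227, and its mRNA amplitude of 0.12 (standard error 0.03) did not pass limma's test (adjusted p = 0.101). The part of Table S4 used here holds 273 class 1 and 161 class 2 genes. The median relative amplitude of mRNA, taken as the fitted amplitude over the background-subtracted mean on the natural scale, was 0.319 (quartiles 0.237 and 0.464) in class 1 and 0.102 (0.0547 and 0.175) in class 2, while the Pol II amplitudes, computed alike from the paper's Table S4 signals, had medians of 0.339 and 0.393. The highest array exceeded the lowest by a median of 1.92-fold in class 1 and 1.27-fold in class 2. Of the tested members, 134 of 251 in class 1 and 18 of 145 in class 2 passed an adjusted p under 0.05. The classes were chosen on these arrays and are held only in part, so no test between them was run. With 1 array left out, Elovl3 (limma, adjusted p = 0.0303) was rhythmic without ZT06 or ZT18 only (highest adjusted p 0.125), and Wee1 (adjusted p = 0.0356) without ZT06 or ZT10 only (highest 0.115).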

Finally, class 3 genes (*n* = 217) were constitutively transcribed, but their RNAs accumulated in a rhythmic manner (Figure 6A). Cases of class 2 genes have been described previously and include the serum albumin (*Alb*) gene [47], whose mature transcripts are relatively stable. Thus, mRNAs issued from class 2 genes are probably longer lived than mRNAs specified by class 1 genes, consistent with mRNA half-life measurements in mouse fibroblasts (Figure 6B) [46]. 

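Alb mRNA showed no rhythm on the arrays. Its mean was 16656 units and its highest array exceeded the lowest by 1.07-fold, with a fitted amplitude of 0.02 (standard error 0.03, limma, adjusted p = 0.874). The ratio of its mRNA to its Pol II relative amplitude was 0.0477. Other abundant mRNAs of proteins that hepatocytes secrete behaved alike in size, with amplitudes of 0.06 (standard error 0.03) for Fetub and 0.05 (standard error 0.03) for Apoc3. Of the 14 tested genes of secreted proteins, 0 passed limma's test (0 when adjusted over the list alone, and 0 at an unadjusted p under 0.05), and the list's mean varied by 0.05 in log2 across the 7 arrays. In the part of Table S4 used here, 3 of these genes are class 2. The mean of Alb, 14.02 in log2, is near the highest value of any probe set on an array (14.40 to 14.48), where saturation would compress a rhythm, and this was not tested. The mRNA half-lives that the paper invokes were not analysed here.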

The rhythmic accumulation of mRNAs produced by class 3 genes is probably driven by posttranscriptional mechanisms, such as oscillating processing efficiencies and degradation rates (Figure 6B). The comparison of class 1 and class 3 genes—that is, those with rhythmic mRNAs—overlapped highly with previous transcriptome analyses (Figure S9) [41],[43]. Gene Ontology analysis indicated that class 1 genes are strongly enriched in rhythmic hepatic function (e.g., involving carbohydrate and lipid metabolism). On the other hand, class 2 and class 3 genes were not associated with these canonical diurnal functions, showing no obvious functional themes (Tables S5, S6, S7). 

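Some genes of carbohydrate and lipid metabolism were rhythmic. Of 11 tested genes of glycolysis and glycogen, 6 were rhythmic (9 when adjusted over the list alone), among them Gys2, the liver glycogen synthase, which changed 2.50-fold with a peak at ZT12.9 (adjusted p = 0.00696), the glucose transporter gene Slc2a2, 1.72-fold at ZT11.7 (adjusted p = 0.0270), and Ppp1r3c, a glycogen-targeting subunit of protein phosphatase 1, 5.36-fold with an opposite peak at ZT22.7 (adjusted p = 0.0257). Of 18 genes of fatty acid synthesis, 4 were rhythmic (14 when adjusted over the list alone). Thrsp changed 5.28-fold with a peak at ZT16.1 (adjusted p = 0.00248), Elovl6 2.48-fold at ZT15.6 (adjusted p = 0.0315) and Dgat2, an enzyme of triglyceride synthesis, 1.31-fold at ZT13.0 (adjusted p = 0.0455), while Elovl5 peaked at ZT1.51 (adjusted p = 0.0297). Of 18 genes of cholesterol synthesis, 4 were rhythmic (12 when adjusted over the list alone), namely Idi1, Fdps and Nsdhl, all enzymes of the pathway, with peaks from ZT0.26 to ZT3.78, and their regulator Srebf2 with a peak at ZT21.5. Of 13 genes of bile acid synthesis and transport, 5 were rhythmic (8 when adjusted over the list alone), with Cyp7a1 2.55-fold at ZT15.0 (adjusted p = 0.00248), and Nr0b2, which encodes a repressor of bile acid synthesis, 2.49-fold at ZT1.57 (adjusted p = 0.00937). Of 18 genes of fatty acid oxidation and ketogenesis, 4 were rhythmic (6 when adjusted over the list alone), with Ppara, the nuclear receptor of that pathway, 1.89-fold at ZT10.5 (adjusted p = 0.0134), Cpt1a, which admits fatty acids to mitochondria, 1.77-fold at ZT10.1 (adjusted p = 0.0407) and Pdk4, an inhibitor of pyruvate oxidation, 6.47-fold near ZT24 (adjusted p = 0.0201). Of 9 genes of gluconeogenesis, 1 was rhythmic (2 when adjusted over the list alone), the glucose-6-phosphate transporter gene Slc37a4, 2.07-fold at ZT14.3 (adjusted p = 0.00439). Markers of Kupffer cells, the macrophages of the liver, peaked at the hours of the cholesterol genes, with Lyz2 at ZT0.560 and C1qb at ZT23.6. So did Cd74 of the lymphocyte list, at ZT22.6, and whether it marks lymphocytes alone was not tested.
Against 4.54% of all tested genes, Fisher's exact test adjusted over 29 lists gave 2.35e-05 for glycolysis and glycogen, 0.00104 for bile acids, 0.0249 each for fatty acid synthesis, cholesterol synthesis and fatty acid oxidation, and 0.661 for gluconeogenesis. The comparison genes were not matched to the lists for signal level. At least 491 of the 540 rhythmic probe sets had a mean above 170 units, as did 8993 of the 12076 tested. How far signal level accounts for these p-values was not tested. With camera, the fitted values of the cholesterol genes at ZT0 lay above their daily means by a median of 0.27 in log2 (adjusted p = 8.28e-10, and adjusted p = 0.424 with an estimated correlation). The ZT14 array was the lowest in 15 of these 18 genes, and in the median of the list it stood apart beyond Dixon's limit, by 0.668 of the range (0.392 in the mean, within the limit). With 1 array left out, glycolysis and glycogen passed Fisher's test only without ZT06 or ZT22, bile acids only without ZT14, ZT18, ZT22 or ZT26, cholesterol only without ZT18, fatty acid synthesis only without ZT22 and fatty acid oxidation only without ZT26, the highest adjusted p being 1 for all but bile acids (0.103) and fatty acid synthesis (0.508). By the thresholds of the paper's methods 5 bile acid genes passed and the list lost its call (adjusted p = 0.0554), while the other 4 lists kept theirs. With no filter on the mean the bile acid list kept its call and the other 4 lost theirs (adjusted p from 0.128 to 1). Among single genes, Thrsp, Cyp7a1 and Slc37a4 passed with each array left out, Gys2 (0.0528), Nr0b2 (0.0633), Ppara (0.0633) and Lyz2 (0.0575) were lost only without ZT02, and the others were lost in 5 or more of the 7 fits (highest 0.159, Nsdhl without ZT14). In the part of Table S4 used here, the glycolysis and glycogen list holds 5 class 1 genes and 1 of class 3, and that of fatty acid synthesis 5 of class 1 and 1 of class 2, and the Gene Ontology analysis was not repeated.

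**Figure D1:**
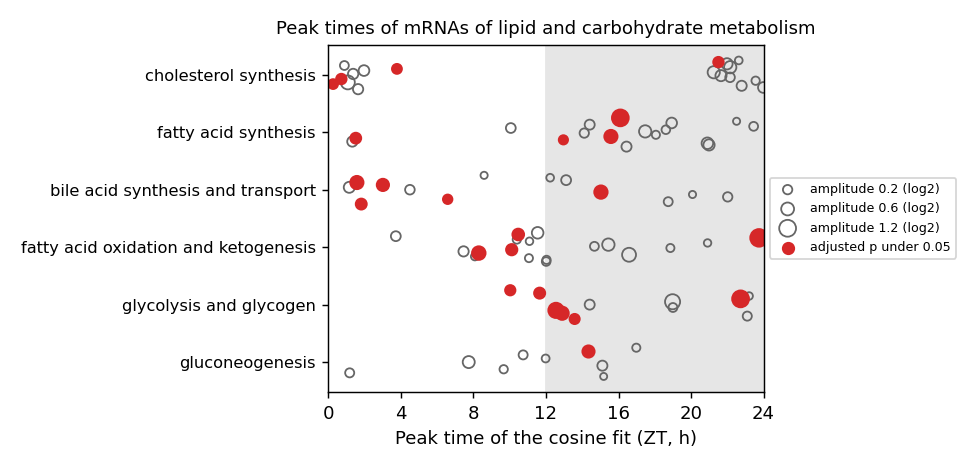
Fitted peak times (horizontal axis, ZT in hours, dark phase shaded) of the tested genes of 6 metabolic lists (vertical axis). Each circle is 1 gene, its area grows with the fitted amplitude in log2, and filled circles passed an adjusted p under 0.05 from limma. Among these, the fatty acid oxidation gene Pdk4 has the largest amplitude, 1.35.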

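In most genes with a class the fitted mRNA peak came from 0 to 6 h after that of Pol II. Gys2 mRNA peaked 5.02 h, Hsd3b7, an enzyme of bile acid synthesis, 4.46 h and Cpt1a 4.04 h after Pol II at their promoters, whereas the mRNA of Ppp1r3c, a class 3 gene, had a delay of -1.19 h and that of Srebf2 of -3.14 h, ahead of Pol II. Of the 493 genes of classes 1, 2 and 3 in the part of Table S4 used here, 345 (70.0%, Wilson 95% interval 65.8 to 73.9%) had a delay from 0 to 6 h, where 25% would be found with random peak times. The share was 76.9% in class 1 (210 of 273 genes), 59.0% in class 2 (95 of 161) and 67.8% in class 3 (40 of 59). The median relative amplitude was only 0.102 for mRNA in class 2 and 0.147 for Pol II in class 3. A delay in these classes thus often rests on a peak time fitted to a small rhythm. The paper describes class 3 genes as constitutively transcribed. The intervals treat genes as independent, which they are not. Hsd3b7 was called rhythmic (limma, adjusted p = 0.0275) but lost in every fit with 1 array left out except that without ZT22 (highest adjusted p 0.0888).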

A kinetic model that considers a cosine-shaped synthesis rate with a 24-h period and constant degradation predicted that the mRNA accumulation can be delayed maximally by 6 h for very long-lived transcripts, which is consistent for the majority of the transcripts (Figure 6C). Delays outside this range must thus reflect the cyclic control of posttranscriptional events. A further prediction is that the ratio of relative amplitudes in mRNA accumulation versus transcription follows a cosine function of the delay, which is consistent with the bulk of our data, emphasizing that, on average, our Pol II amplitudes from ChIP-seq are in quantitative relationship with the measured microarray mRNA accumulations (Figure 6D). 

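The median ratio of mRNA to Pol II relative amplitude was near 1 in genes whose mRNA followed Pol II closely. It was smaller at long delays. The median ratio was 0.987 in 57 genes with a delay from 0 to 1 h, 1.03 in 78 genes from 1 to 2 h and 0.935 in 71 genes from 2 to 3 h. It was 0.821 in 52 genes from 3 to 4 h, 0.652 in 53 genes from 4 to 5 h and 0.60 in 34 genes from 5 to 6 h. The cosine of the delay at the middle of these bins runs from 0.991 and 0.924 over 0.793 and 0.609 to 0.383 and 0.131. The spread within a bin was wide, with quartiles of 0.664 and 1.60 in the first and 0.329 and 0.970 in the last. Among single genes, Cpt1a had a ratio of 0.652 and Gys2 of 0.637 at long delays, and Per2 of 1.02 at a short one. The genes pool classes 1, 2 and 3 in the part of Table S4 used here, and no test was run. At delays from 4 to 5 h and from 5 to 6 h the medians of 0.652 and 0.60 lay above the cosines of 0.383 and 0.131. From 5 to 6 h the lower quartile of 0.329 did so too. With 1 array left out the last median stayed below the first. Without ZT10 the fall was not steady, with medians of 0.690, 0.721 and 0.658 from 3 to 6 h. The paper finds the bulk of its data compatible with the cosine. It emphasizes that Pol II amplitudes from ChIP-seq are on average quantitatively related to mRNA accumulation on the arrays.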

The study of individual transcripts showed that some class 2 genes (with damped mRNA amplitudes) indeed show accumulation phases that are consistent with constant long-lived transcripts (Figure 6E, light gray region), while others have compressed mRNA amplitudes but only small phase delays, suggesting a nonconstant transcript half-live that buffers rhythmic transcription (Figure 6E, orange region). On the opposite end, temporally varying half-lives may enhance diurnal amplitudes in mRNA accumulation beyond what is expected from transcription (Figure 6E, red region). 

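Spon2, which encodes an extracellular matrix protein, had a rhythmic mRNA on the arrays. It was highest at ZT26 (313.4 units) and lowest at ZT14 (67.6 units), 4.64-fold apart, with a fitted amplitude of 0.94 (standard error 0.08) and a peak at ZT2.08 (limma, adjusted p = 0.0123). Its relative amplitude exceeded that of Pol II by a ratio of 2.40. Tfrc, which encodes the transferrin receptor that takes up iron, was highest at ZT18 (426.4 units) and lowest at ZT06 (156.6 units), 2.72-fold apart, with a fitted amplitude of 0.59 (standard error 0.11), which did not pass the test (adjusted p = 0.0638). Over the 59 class 3 genes in the part of Table S4 used here, of 217 in the paper, the median relative amplitude was 0.417 (quartiles 0.309 and 0.623) for mRNA and 0.147 for Pol II, and the median of the ratio was 2.54. Of 57 tested members 43 passed, such as Slc37a4 with a ratio of 2.70 and Pik3r1, a regulatory subunit of a lipid kinase, with a ratio of 7.86. The paper chose the class by this ratio on these arrays. Spon2 was lost without ZT14 (adjusted p = 0.0673), Pik3r1 (adjusted p = 0.00734) without ZT02 (0.0520) or ZT14 (0.0552), and Tfrc passed without ZT22 alone (adjusted p = 0.0254).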

Examples of the latter case (class 3 genes) were *Fus*, *Tfrc*, and *Spon2*, whose cyclic accumulation was confirmed by a quantitative RT-PCR analysis (Figure 6F–H). In contrast, *Rdbp* (class 2 gene) showed flat mRNA accumulation despite rhythmic transcription (Figure 6I).

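Rdbp mRNA, which encodes a subunit of the negative elongation factor of Pol II, did not show a rhythm on the arrays. It lay between 226.8 units at ZT14 and 243.2 units at ZT22, a 1.07-fold range. The fitted amplitude was 0.03 (standard error 0.03, limma, adjusted p = 0.700). Its relative amplitude was 0.0278 for mRNA against 0.488 for Pol II from the paper's Table S4 signals, a ratio of 0.0569.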

**Figure 6:**
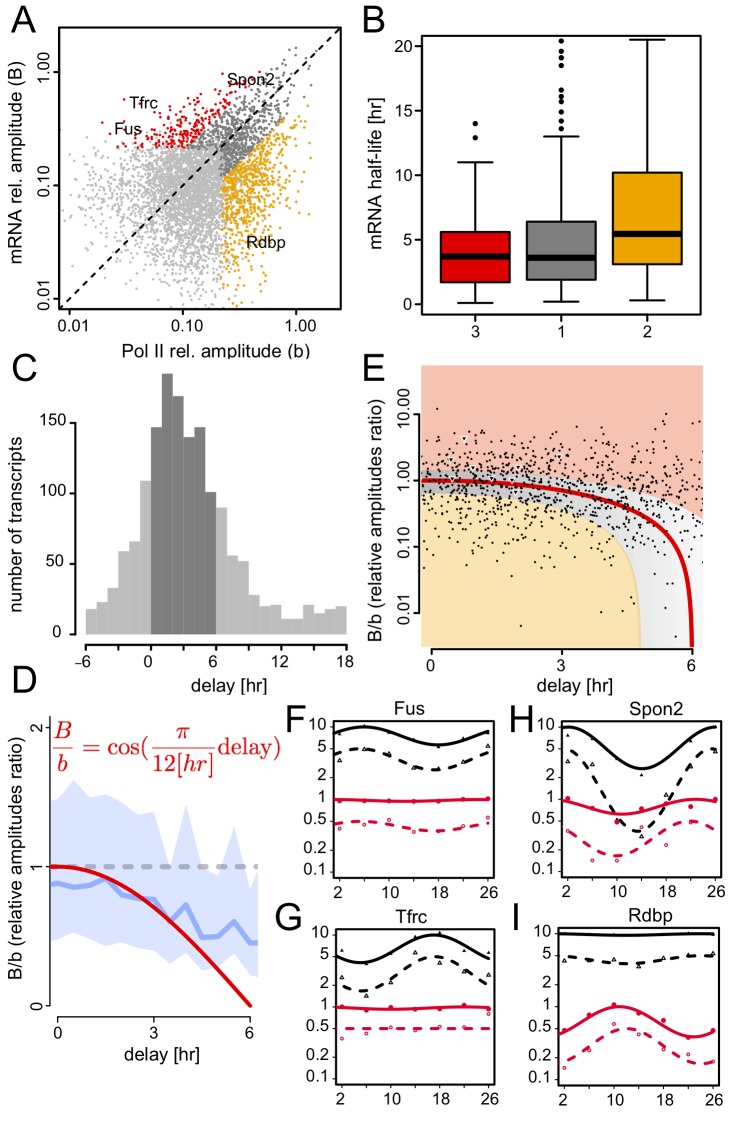
Amplitude and phase relationships between Pol II signals and mRNA accumulation identify posttranscriptional regulation in mRNA accumulation. (A) Relative amplitudes (maximum minus minimum, divided by twice the mean after background subtraction; see Materials and Methods) of oscillations in Pol II promoter signals and mRNA accumulation identify rhythmic mRNAs with relative amplitudes comparable to that of transcription (class 1, gray, 675 genes), long-lived transcripts with damped mRNA rhythms (class 2, orange, 668 genes), and mRNAs where posttranscriptional regulation increases rhythmic amplitude (class 3, red, 217 genes). Light gray genes are all genes that cycle robustly in either Pol II or mRNA accumulation (3,446 genes). *Fus*, *Tfrc*, and *Spon2* are representative of class 3 and *Rdbp* of class 2 (see panels F–I for qRT-PCR validations). The few values larger than 1 are due to low signals when background subtraction makes trough values negative. (B) Half-lives of the three classes taken from NIH-3T3 fibroblasts [46] show a significant difference (TukeyHSD *p* value <10^−6^ for class 2 versus class 1, and class 2 versus class 3). (C) Delays in peak mRNA accumulation versus peak Pol II promoter loading for the union of class 1, class 2, and class 3 genes. The dark gray region delimits the range predicted for a model with constant half-lives (0 h delay for very short-lived up to 6 h for very long-lived transcripts). (D–E) For the same genes the ratio of relative amplitudes (*B* = relative amplitude of Pol II, *b* = relative amplitude of mRNA) is plotted against the phase delay, together with the prediction for a constant half-life (red line). The trend (in D, median is the blue line and 25% and 75% percentiles are shown as light blue shading) shows that the ratio is centered on one at short delays and decreases for larger delays. The scatter plot (E) highlights genes for which transcript accumulation is explained by a constant half-life (dark gray area represents short and light gray long half-lives), and genes where nonconstant half-lives either suppress (light orange) or enhance (light red) amplitudes in mRNA accumulation. Triangles show core circadian clock genes. (F–I) Transcription and mRNA accumulation for representative genes. Comparison of (i) mRNA levels as measured by gene expression arrays, (ii) promoter Pol II occupancy as measured by ChIP-Seq, and (iii) pre-mRNA and (iv) mRNA levels as measured by qRT-PCR with intronic and exonic probes, respectively. Symbols and lines indicate measurements and cosine fits, respectively. Open symbols and dashed lines show qRT-PCR data (cDNA from *n* = 4 animals where pooled) with circles for the pre-mRNA and triangles for the mRNA. Continuous lines and filled symbols represent Pol II ChIP-seq (circles) and mRNA Affymetrix data (triangles). Each temporal profile has been scaled to an arbitrary mean for visualization. Pre-mRNA levels closely follow Pol II promoter occupancy, as expected (given the short half-lives of pre-mRNAs). *Fus* and *Spon2* (F and H) show higher amplitude in mRNA compared to transcription; *Tfrc* (G) is transcribed at similar rates around the clock but shows rhythmic mRNA accumulation; *Rdbp* (I) shows rhythmic transcription but dampened mRNA accumulation.

## Discussion

Our genome-wide temporal profiling of Pol II occupancy and H3K4me3 and H3K36me3 histone marks in mouse liver provided quantitative insights into the kinetic relationships between Pol II occupancy at promoters and Pol II occupancy in genes bodies, as well as the kinetics of deposition and removal of histone marks.

### Rhythmic Recruitment of Pol II Rather Than Rhythmic Pol II Release Underlies Diurnal Transcription

In mammalian in vitro Pol II transcription systems, in which the rate for de novo assembly of the transcriptional machinery at gene promoters is extremely low [48],[49], the net transcription rate is thus set by Pol II recruitment to the DNA template. This has led to the idea that transcription in vivo is similarly controlled by Pol II recruitment to promoters by specific DNA binding factors. On the other hand, it has long been known that on certain promoters, an important regulation occurs after the recruitment and initiation steps by controlling the transition from a promoter proximal paused state to active elongation [50]–[52]. In fact, recent results suggest that the regulation of this transition determines transcription output in up to one-third of the genes actively transcribed in ES cells [34]. Our finding that the temporal accumulation of Pol II at promoter proximal regions was in phase with Pol II occupancy within gene bodies strongly suggests that the rhythmic recruitment of Pol II to gene promoters is the principal step determining diurnal transcription rhythms in mouse liver. That is, the subsequent transitions, mainly initiation and de-pausing, do not significantly influence those rhythms. This hypothesis was supported by a simplified mathematical model of transcription assuming cyclic variation of either Pol II recruitment or elongation rates (Figure S4). Indeed, the genes displaying a profile consistent with an elongation-limited scenario (i.e., showing either profile with low amplitude in the Pol II levels at promoters compared to those in gene bodies or anticorrelated Pol II profiles at promoters and in gene bodies) were a minority of genes expressed at background levels (Figure S3G). This is in contrast with the situation in proliferating ES cells [34],[53], where c-Myc controls a large fraction of genes by activating transcription elongation, and probably reflects a different mode by which transcription factors control daily transcription rhythms in a differentiated tissue. It will be interesting to compare our total Pol II occupancy (as detected by our ChIPs with antibodies directed against the second subunit of Pol II) with occupancies of Pol II phosphorylated either on Ser 5, or on both Ser 5 and 2, of the CTD. Of note, a recent study performed under constant darkness conditions (circadian CT times) reported that, unlike our bimodal transcription phases (Figure 5), promoter proximal Ser5-phosphorylated Pol II ChIP signals show a single dominating peak phased around CT1, while hypophosphorylated Pol II sharply peaked at the different CT16 phase [20]. Further experiments, including localization of Ser2 phosphorylated Pol II, will be necessary to understand the dynamic progression of Pol II states during ZT conditions and may reveal differences between ZT and CT sampling. Such differences, as well as differential experimental methodologies and reagents, may also explain why our analysis did not reveal the antiphasic accumulation of Pol II downstream the PASs of the negative core clock regulators Per1 and Cry2 (Figures 4C and S10), as reported in [19].

### Dynamic Changes in Histone Marks Indicate Daily Remodeling of Epigenetic Landscapes

Our temporal analysis of Pol II occupancy and H3K4me3 and H3K36me3 histone marks in mouse liver revealed that the maxima in Pol II occupancy in promoters (or gene bodies) preceded peaks of H3K4me3 by 1 h, H3K36me3 by 3 h, and mRNA accumulation by 3 h. While this was unknown for the H3K36me3 mark, a similar finding for H3K4me3 was previously reported for the *Dbp* gene [9]. Such a lag would be consistent with the mechanism of transcription-activation-linked H3K4 trimethylation in yeast, where the responsible Set1 histone methyltransferase is recruited through binding to the Pol II C-terminal domain (CTD) phosphorylated on serine 5 (i.e., after Pol II recruitment to the DNA) [54]. In mammalian cells, however, the recruitment of the corresponding H3K4 methyltransferase (MLL1) occurs at least in part through binding to transcription factors [55]–[57] and indeed through the circadian CLOCK-BMAL1 complex [17], conceivably before Pol II recruitment. On the other hand, H3K4 trimethylation has been shown to be dependent on H2BK120 ubiquitination, itself dependent on assembly of the basal transcription machinery and transcription [58],[59], again suggesting that Pol II might need to be present for trimethylation to occur. The delay in peak accumulation may also reflect a relatively low clearance rate of H3K4me3 as observed in yeast [54]. The H3K36me3 mark accumulated toward the end of genes [24], consistent with the H3K36 methylase associating with the Pol II CTD phosphorylated on serine 2, the phosphorylation mark of elongating polymerase [60]–[64]. Both H3K4me3 and H3K36me3 levels oscillated with shallower daily amplitudes compared to that of transcription, and H3K36me3 was even shallower than H3K4me3. The kinetics of maximum accumulation of the mark depend on both the kinetics of addition and removal from histone H3, but although H3K36 demethylases have been identified, the mechanisms regulating the H3K36me3 mark turnover are not well understood [29],[65]–[67]. Our findings may reflect relatively long half-lives of H3K36me3 marks. Compared to recent data sampled in CT conditions reporting genome-wide, sharply peaked H3K4me3 rhythms at CT18 and at CT20 for H3K36me3 [20], our ZT analysis indicates that the phases for these marks are more continuously spread throughout the diurnal ZT cycle (Figure 5).

### Posttranscriptional Regulation Significantly Contributes to Rhythmic Gene Accumulation

The comparison between mRNA accumulation and Pol II occupation indicated that posttranscriptional mechanisms could strongly contribute to rhythmic diurnal gene expression. Thus, for class 2 genes, Pol II occupancy was cyclic, whereas mRNA accumulation was nearly flat. This would be expected for long-lived transcripts whose syntheses were diurnally rhythmic or, alternatively, in situations where a temporally varying mRNA degradation rate worked against transcription. For class 3 genes, mRNA abundance oscillated in spite of virtually constant polymerase occupancy, suggesting that cyclic pre-mRNA processing efficiency or mRNA decay was subject to diurnal regulation. Consistent with this notion, a rhythmic regulation of Drosophila *per* mRNA decay has previously been shown to contribute to the high amplitude accumulation of Drosophila *per* mRNAs [68]. We should emphasize that our proposed class sizes and class membership may contain significant false positives and negatives owing to our low sampling rate. Nevertheless, the current definitions are rather consistent with the literature (i.e., class 1 contains most core circadian clock genes, class 2 genes contains several long-lived genes such as Albumin, and we validated several class 3 genes by qPCR). Also we were pleased that Pol II and mRNA amplitude were in quantitative relationship, indicating that there is no systematic bias when assessing diurnal rhythms by either method. 

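The mRNAs of the core clock genes followed each other around the day. Nr1d1 (RevErbα), a repressor of Bmal1 transcription, changed 27.1-fold with a peak at ZT7.18 (standard error 0.26 h, adjusted p = 0.0103), and its paralog Nr1d2 7.24-fold with a peak at ZT9.47 (adjusted p = 0.00262). The period genes came next, with Per3 8.17-fold at ZT12.6 (adjusted p = 0.0338) and Per2 8.31-fold at ZT15.1 (adjusted p = 0.00248), and Ciart, a repressor of the clock, changed at least 20.4-fold with a peak at ZT13.0 (adjusted p = 0.0228). Cry1 followed at ZT19.5 (5.06-fold, adjusted p = 0.0123). The activators Arntl (Bmal1), with a change of at least 11.6-fold and a peak at ZT22.8 (adjusted p = 0.0247), and Npas2, at least 19.3-fold (adjusted p = 0.00415), peaked around the end of the night. For Ciart, Arntl and Npas2 the highest array is set against the background of 43 units, since their lowest arrays (34.2, 39.2 and 29.2 units) lay below it. Nfil3 peaked at ZT23.1 (adjusted p = 0.0340) and Bhlhe40 at ZT13.8 (adjusted p = 0.0431). Of the 13 genes of the list in the tested set, 9 passed limma's test (11 when adjusted over the list alone), and those that did not were Per1 (5.07-fold at ZT13.3, adjusted p = 0.0724), Clock (2.08-fold, adjusted p = 0.109), Cry2 (1.51-fold, adjusted p = 0.202) and Rora (1.14-fold, adjusted p = 0.556). The count exceeded that in all other tested genes (Fisher's exact test, adjusted p = 1.35e-08), and did so with each array left out (highest adjusted p 0.00247, without ZT02, with 2 to 10 genes past the threshold). Npas2 is named through the probe set that Table S4 gives for it and was tested among all 17683 probe sets above 85 units. Of the clock genes named here, the part of Table S4 used places Arntl, Nr1d1, Per2, Per3 and Npas2 in class 1, and Per1, Cry1, Nr1d2 and Bhlhe40 in class 3. Of the 11 genes of the whole list in this part, 6 are in class 1, 0 in class 2 and 4 in class 3.
With 1 array left out, Per2 and Nr1d2 passed in each fit, Nr1d1 was lost without ZT02 (adjusted p 0.0502), Npas2 without ZT02 (0.0795) and Cry1 without ZT02 (0.0633) or ZT14 (0.0584). Ciart was lost without ZT02, ZT14 or ZT26 (highest 0.0962), Arntl in all but the fits without ZT18 and ZT22 (highest 0.0849), and Per3, Nfil3 and Bhlhe40 in all but that without ZT22 (highest 0.142, Bhlhe40 without ZT14). The fold of Per3 ranged from 5.40 (without ZT10) to 12.5 (without ZT14), and the other fitted folds given above moved by under 1.5 times. The fitted fold of Arntl, 12.1 with all arrays, ranged from 7.32 (without ZT10) to 17.8 (without ZT22). Without ZT10, its lowest array, the highest array of Arntl exceeded the lowest by 4.92-fold, over a range that leaves out the trough.

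**Figure D2:**
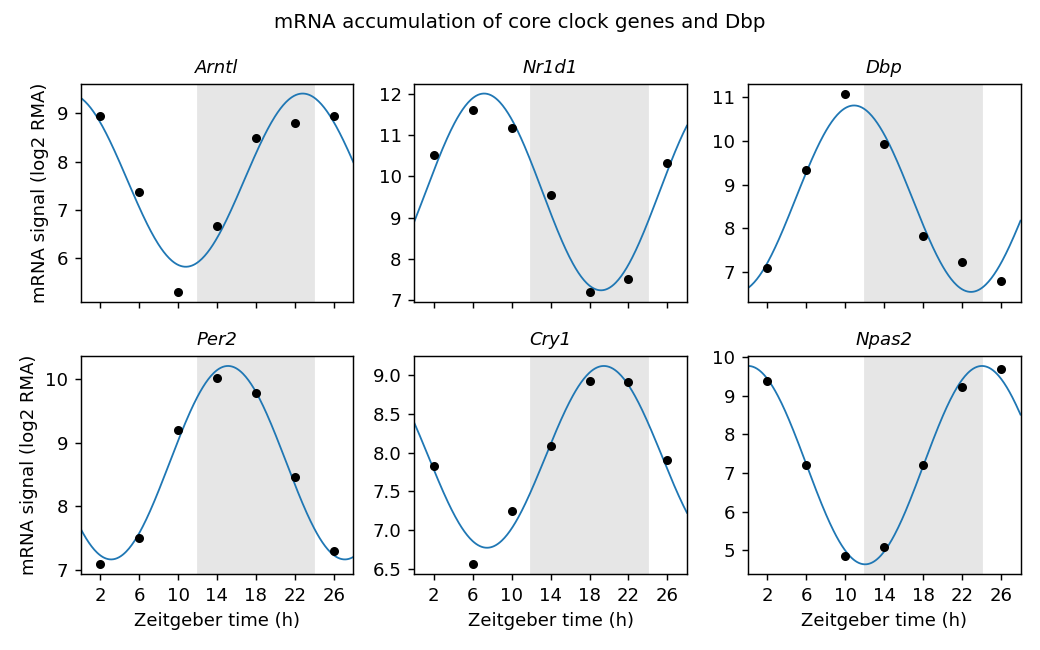
Log2 array values of Dbp and 5 core clock genes (vertical axes), Npas2 being named through Table S4, at the 7 time points (horizontal axes, ZT in hours, dark phase shaded), with 1 array per point and the fitted 24-h cosine as a line. Nr1d1 peaks at ZT7.18, Per2 at ZT15.1 and Arntl at ZT22.8.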

While denser sampling might be applied in the future to increase statistical confidence, new methods to analyze multiple rhythmic data types will also be required.

### Transcriptional Regulation of Diurnal Protein Accumulation

We have limited our analysis to transcription and mRNA accumulation and can thus not address to what extent the proteins issued by the investigated genes also accumulate in a cyclic fashion. However, the same arguments we have made about RNA synthesis and accumulation also apply for protein synthesis and accumulation. Thus, mRNAs with accumulation rhythms can only produce strongly oscillating proteins if these proteins are short-lived. For example, *Bmal1* mRNA accumulates with an about 30-fold amplitude, while due to a long half-life, BMAL1 protein levels only fluctuate about 3-fold in abundance [27]. Surprisingly, a large fraction of liver proteins found to be cyclic in liver appear to be encoded by nonoscillating mRNAs [69]. Hence, diurnally controlled translation and/or decay rates must account for the rhythmic accumulation of these proteins. We considered a scenario in which diurnal transcription might result in rhythmic translation of stably accumulating mRNAs. Since polyA length is an important mRNA element in the regulation of translation efficiency [70], it is conceivable that newly synthesized mRNA with longer poly(A) tails are more efficiently translated than older mRNAs. Hence, protein synthesis would follow transcription rather than mRNA accumulation. At least for two genes, *Gstm1* and *Bhmt*, which encode relatively stable mRNAs but oscillating proteins, the phases of Pol II occupancy and protein accumulation would be compatible with such a mechanism. Conceivably, the proposed scenario could apply to additional proteins that, due to their low abundance, have escaped detection in reference [69]. Further work will be required to examine whether cyclic transcription rates can lead to rhythmic translation rates in spite of compressed total mRNA accumulation profiles and, more generally, to study the contributions of cyclic protein degradation rates to the diurnally rhythmic proteome.

## Materials and Methods

### Animals

C57/BL6 male, 12–14-wk-old (at time of sacrifice), mice were housed in a 12 h light/12 h dark (LD) regimen for 2 wk with water and food available *ad libitum*. They were then phase-entrained to a 12 h/12 h LD regimen with water *ad libitum* but food access between ZT12 and ZT24 for 7 d (ZT, Zeitgeber time; ZT0 is defined as the time when the lights are turned on and ZT12 as the time when lights are turned off). At each ZT2, ZT06, ZT10, ZT14, ZT18, ZT22, and ZT26, five mice were anesthetized with isoflurane and decapitated. The livers were perfused with 2 ml of PBS through the spleen and immediately collected. A small piece of liver tissue (approx. 100 mg) was snap-frozen in liquid nitrogen and kept at −80°C for RNA extraction. The remaining liver tissue was immediately homogenized in PBS containing 1% formaldehyde for chromatin preparation. All animal care and handling was performed according to the State of Geneva's law for animal protection.

### Chromatin Immunoprecipitation (ChIP)

Perfused livers were processed for chromatin preparation as described in [9]. The chromatin samples from the five mice were then pooled, frozen in liquid nitrogen, and stored at −80°C. For the ChIP experiments, the following antibodies were used: anti-RPB2 (Santa Cruz Biotechnology, sc-673-18), anti-H3K4me3 (Abcam, ab8580), and anti-H3K36me3 (Abcam, ab9050). To determine the optimal amounts of each antibody, we performed pilot ChIP assays and determined the enrichment for a set of promoters by real-time qPCR according to [9] (not shown).

A total of 1 ml of each chromatin suspension (containing about 60 µg of DNA) was incubated with 10 µg of anti-RPB2, 1.5 µg of anti-H3K36me3, or 1.5 µg of anti-H3K4me3 in buffer A (20 mM Tris/HCl (pH 7.5), 150 mM NaCl, 2 mM EDTA) overnight at 4°C on a rotating wheel. Ten µl of protein A bead suspension (25% slurry in buffer A), pre-blocked with 10 µg/ml of salmon sperm DNA and BSA at 4°C overnight, was then added and the incubation was continued for 1 h at room temperature on a rotating wheel. The beads were then washed with dialysis buffer and ChIP wash buffer as described [71]. Protein–DNA complexes were eluted from the beads, de-cross-linked, and treated with RNase A and, subsequently, with proteinase K, as described [71]. The DNA concentration was determined by fluorometry on the Qubit system (Invitrogen). A total of 10–12 ng DNA were used for the preparation of the library. Libraries for ultra-high throughput sequencing were prepared with the ChIP-Seq DNA sample kit (Illumina) as recommended by the manufacturer.

### RNA Isolation and Analysis

About 100 mg of snap-frozen liver tissue were used for RNA preparation with the TRIzol reagent (Invitrogen) according to the manufacturer's instructions and purified with a miRNeasy Mini Kit (Qiagen). For each time point, 500 ng of total RNA from each of the five mouse livers were pooled and analyzed on Mouse Gene 1.0ST arrays according to the manufacturer's instructions (Affymetrix). All statistical analyses were performed with the statistical language R and various Bioconductor packages (http://www.Bioconductor.org). Normalized expression signals were calculated from Affymetrix CEL files using RMA normalization method [72].

### Quantitative Reverse Transcriptase-PCR Analysis

cDNA was synthesized from 2 µg of liver whole-cell RNA using random hexamers and Superscript II reverse transcriptase (RT) (Invitrogen) following the supplier's instructions. Five percent of this cDNA was PCR amplified (7900HT Sequence Detection Systems, Applied Biosystems) with the Sybr Green master mix (Applied Biosystems), and raw threshold-cycle (Ct) values were calculated with SDS 2.0 software (Applied Biosystems). Mean values were calculated from triplicate PCR assays for each sample and normalized to those obtained for *Cyclophillin* and *GusB* transcripts, which accumulate at invariable levels throughout the day and thus served as internal controls [73]. PCR primers used are listed in Table S5.

### ChIP-Seq Data Analysis and Read Mapping

At each time point, DNA sequenced reads were mapped to the mouse genome (*Mus musculus* NCBI m37 genome assembly (mm9; July 2007)) using Bowtie [74] with three mismatches and at most five hits allowed on the genome. When computing genomic read densities, each alignment contributed 1/(total number of hits) to the local density. If several reads coming from the same library mapped at the same genomic position and on the same strand (redundant tags), we considered this as a PCR artifact and kept only one read for the rest of the analysis. The total numbers of reads per time point are given in Table S1.

### Averaged Density Profiles (Figure 2 and S2)

A set of 11,217 (Table S2) transcription units was selected for analysis as follows: for each Ensembl gene, the most upstream TSS and the most downstream PAS were selected. To ensure that spatial profiles collected around TSS and PAS were not distorted by signals from other genes, we selected TSSs and PASs removed by at least 1.5 kb from documented TSSs and PASs from any other gene. We further limited our analysis to genes for which we could unambiguously assign an Affymetrix Mouse Gene 1.0 ST microarray probe set, to permit stratification of our spatial profiles by expression levels.

### Strand Shifting

Tags mapped on the + and − strands were shifted to account for the length of the inserts in the libraries and then merged. The optimal shifts were computed for each sample using cross-correlation analysis on the sets of TSS or PAS segments selected as described above. The shift values applied to both strands were in the range of 30–50 bp.

### Normalization and Quantification of ChIP-Seq Data

To normalize for differences in sequencing depth among the time points, the number of tags per genomic position in each ChIP-Seq library was first rescaled by the total number of mapped tags. Annotated Ensembl genes were used to quantify the Pol II signals in promoters (window of ±1 kb around annotated TSSs), gene bodies (windows from +1 kb after the TSS to the PAS excluding any ±1 kb regions around internal promoters) and immediately downstream of the PASs (PAS to +1 kb). The H3K4me3 signals were quantified in a region extending from ±1 kb around TSSs. As the H3K36me3 signal was found mostly in the gene bodies towards the end of the genes, the last 40% of gene bodies were used for quantification. For each of these features, the signal densities were then quantile normalized across time points (data in Table S3). For the genomic profiles in Figures 1 and S1, the densities at each genomic position were normalized according to those quantile normalizations. For optimal visualization, spatial smoothing using ±1 kb running windows was then applied.

### Cosine Fits

We used the function *x*(*t*) = *A*_0_+*A*_24_cos(2*π*/(24 h) * (*t*−*t*_max_)) to perform least squared fitting of temporal profiles. *A*_0_ is the mean signal, *A*_24_ the amplitude of the diurnal oscillation, and *t*_max_ the peak time. Such fits are conveniently done using Fourier series.

### Selection of Transcripts for Each Gene

In Figures 3–6, one transcription unit per gene was selected that corresponded to the most highly occupied TSS and PAS for each gene (the selected transcripts are listed in Table S4, column 3). Specifically we considered the highest geometric mean of Pol II at promoters, Pol II in the first kb after the PAS (Figures 2B and 3B), and H3K4me3 at promoters (for each mark the average over time-points was taken).

### Rhythmicity Analysis and Gene Selections

The 24-h spectral power and phase were computed by using established methods [11], and the *p* value associated with 24 h rhythmic profiles was computed using the Fisher test for one specific period [75]. For Figure 5, we used the Fisher combined probability test on the Pol II promoter and body signals, H3K4me3, H3K36me3, and mRNA to select transcripts. Specifically, we computed the Fisher rhythmicity *p* values (see above) for each of those *k* = 5 marks and combined them using the statistics 
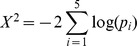
, which assumes a Chi-squared distribution with 2*k* degree of freedom [76]. The resulting combined *p* value was used to estimate False Discovery Rates (FDR) via the linear step-up method [77]. The number of genes selected in function of FDR is shown in Figure S6E, and cutoffs of FDR = 0.3 and FDR = 0.5 were used in Figure 5 and Figure S8, respectively. For Figure 6, genes were selected that cycled either in Pol II occupancy or in mRNA accumulation. The first criterion was that the two signals should be measured above background—that is, transcripts were requested to have mean Pol II loading above 1.9 in Pol II signals (background was estimated at 0.94) and mean mRNA expression (in natural scale) above 85 units in mRNA expression (background was at 43). Secondly the temporal profiles of either Pol II or mRNA had to exhibit high-amplitude rhythmic patterns (fold change greater than 1.5 and cycling *p* value <0.25; for Pol II the *p* value was obtained from the promoter and gene body cycling *p* values, combined with the Fisher Chi-squared test with *k* = 2). This set of 1,560 genes was further split into three classes according to the relative amplitudes *B* = *A_24_*/*A*_0_ computed from the cosine fits. We defined class 3 genes (*n* = 217) as those with *B*(mRNA)/*B*(Pol II)>2; class 2 (*n* = 668) with *B*(mRNA)/*B*(Pol II)<0.5; and class 1 genes (*n* = 675) as the remaining set. All selections are provided in Table S4. Temporal profiles for the three gene classes are viewable at http://cyclix.vital-it.ch.

### Kinetic Model for mRNA Accumulation

To study amplitude and phase relationships between transcription and mRNA accumulation, we used a simplified kinetic model for the accumulation of the mRNA *m*(*t*):
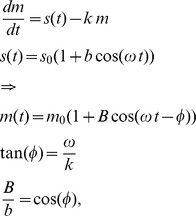
in which the synthesis function *s*(*t*) is taken as a cosine function with frequency *ω* = 2*π*/24*h* ^−1^ mean *s*_0_, and relative amplitude *b*. *k* is a constant mRNA degradation rate. This linear model predicts that the mRNA accumulate as a cosine function with mean *m*_0_, relative amplitude *B*, and delay *φ* with respect to synthesis. The tangent of delay is given by the ratio of the frequency to the degradation rate, which constrains the delay between 0 and 6 h (the former for short and the latter for very long half-lives). Moreover the ratio of relative amplitudes is given by the cosine of the phase delay.

### Gene Ontology Analysis

The analysis was performed using GOstats_2.22.0 and the following databases org.Mm.eg.db_2.7.1, KEGG.db_2.7.1, GO.db_2.7.1. In Tables S5, S6, S7, S8, we provide one summary with categories satisfying FDR<0.001 and one sheet for each classes where the GO categories were reported if FDR<0.01.

### Data Availability

Illumina sequencing data for the ChIP-seq and mRNA are available at GEO as the super series GSE35790. Additional processed data and visualization tools are provided at http://cyclix.vital-it.ch.

## Supporting Information

Figure S1 Pol II, H3K4me3, and H3K36me3 profiles measured around the clock. (A) The density profiles of Pol II (red), H3K4me3 (green), and H3K36me3 (blue) are indicated for the *Per1* gene, which spans 11 kb on chromosome 11, with the thin lines above the profiles indicating the position-specific temporal maxima. The gene structure (RefSeq transcripts) is shown below the panel. The *Per1* gene has two alternative TSSs, both with Pol II and H3K4me3 peaks, and both promoters are thus likely active. Maximal Pol II density in gene body is at ZT10. (B) As in (A) but for the constitutively expressed *Tbp* gene, which spans 17.5 kb on chromosome 17. (C) *Per 1* gene, temporal profiles of the quantifications of the different signals. (D) *Tbp* gene, temporal profiles of the quantifications of the different signals.
(TIFF) Click here for additional data file.

Figure S2 Spatial H3K4me3 and H3K36me3 profiles around transcription start sites (TSSs) and polyadenylation sites (PASs) stratified according to mRNA expression levels and CpG content at promoter. (A) Average H3K4me3 signals per transcription unit split by quartile, based on the total mRNA expression level measured by microarray hybridization. Each quartile is represented by a distinct color shading from light (lowest quartile) to dark (upper quartile). (B) As in (A) but around polyadenylation sites (PASs). (C–D) As in (A) and (B) but for the average H3K36me3 signal. (E–F) Average Pol II signals per transcription unit split by quartile, based on the CpG content in windows spanning [−400, +100] around the TSS. Each quartile is represented by a distinct color shading from light (lowest quartile) to dark (upper quartile). (G–H) Input signals at the TSS and PAS.
(TIFF) Click here for additional data file.

Figure S3 Temporal relationship of Pol II promoter loadings and gene body density. (A) H3K36me3 signal in the most 3′-proximal 40% of gene bodies versus Pol II promoter occupancy at ZT2. There is a strong correlation between high Pol II loading at the promoter and high levels of H3K36me3 in the most 3′-proximal 40% of gene bodies. (B) mRNA expression versus Pol II promoter occupancy at ZT2 shows two distinct populations. (C) Pol II occupancies at promoters and in gene bodies vary in synchrony in a genome-wide fashion. Each gene is represented by a line indicating the orientation and the amplitude of changes during a diurnal cycle. Orientation is indicated by the color (key in upper right corner). (D–G) The genes in (A) were separated into groups according to orientation, from genes showing the largest variation in Pol II occupancy within gene bodies (lines with near vertical orientation in D) to genes showing the largest variation within promoter regions (lines with near horizontal orientation in F). Panel G shows genes for which gene body occupancy decreased as promoter region occupancy increased. Most highly expressed genes show patterns of concomitant changes in both promoter and body occupancy (panels D and E). (H) Idem as (C) but for the PAS1K signals against the promoter Pol II signals.
(TIFF) Click here for additional data file.

Figure S4 A model predicts temporal patterns for recruitment- or initiation-regulated rhythmic transcription. (A) Temporal variation of Pol II occupancy at promoter proximal positions (*x*,*y*,*z*) and gene bodies (*w*) as predicted by a simplified model of transcription. The model describes the (reversible) recruitment of polymerases to promoters, the (irreversible) transition to the open complex, the (irreversible) promoter escape, and the (irreversible) transition from a pausing to an elongating state, after which the polymerases travel to the end of the transcript. We investigate the two scenarios in which either the recruitment or the elongation rates are subject to cyclic circadian variation. (B) The mathematical model of transcription and its parameters: *k_f_* (forward recruitment rate), *k_b_* (backward recruitment rate), *k_o_* (isomerization rate), *k_i_* (promoter escape rate), *k_d_* (de-pausing rate), *v* (elongation rate). (C) Simulated temporal variation of occupancy in promoter proximal positions (*x*,*y*,*z*) and gene body (*w*) when the recruitment rate is varied in a circadian manner. (D) Idem when the de-pausing rate is varied in a circadian manner. The numerical values used in the simulation are *k_f_* = 1/min; *k_b_* = 0; *k_o_* = 0.1/s; *k_i_* = 1/min; *k_d_* = 1/min; *v* = 1/(6 s).
(TIFF) Click here for additional data file.

Figure S5 Temporal relationship of H3K4me3 and H3K36me3 marks with Pol II promoter occupancy. (A and C) Each gene is represented by a line indicating the average orientation and amplitude of changes during a diurnal cycle. Orientation is also indicated by the color (key in upper right corner). (B and D) Binned representation of (A) and (C), respectively. Panel B is identical to Figure 4F and reproduced here for comparison.
(TIFF) Click here for additional data file.

Figure S6 Comparison of gene selection with the Hughes et al. 2009 [41] and Hughes et al. 2012 [43] gene sets. (A) Venn diagram showing the intersection between our gene set (Figure 5, *n* = 284, red) and the rhythmic transcripts in Hughes et al. 2009 (blue) and Hughes et al. 2012 (green). In all pairwise comparisons, the percentage overlaps refer to the smallest of the two sets. Indicated *p* values for the overlaps are computed using the hypergeometric test. The gene sets and overlaps are given in Table S4. From the Hughes et al. 2009 and 2012 datasets, we only considered genes that were also measured on our arrays. Matching was done using the gene symbol. (B) The overlap is stratified according to decreasing mRNA amplitudes (peak to trough). (C–D) Idem for our less stringent gene set (Figure S7, *n* = 752, red). (E) Number of genes in the set as a function of the q-values (Fisher combined probability test with Benjamini-Hochberg FDR correction).
(TIFF) Click here for additional data file.

Figure S7 Stratification of rhythmically transcribed genes into subgroups. (A) Transcription phases for the 400 strongest BMAL1 sites in Rey et al. 2011 [11] show a maximal phase at ZT8, while the 400 strongest REVERBα sites from Cho et al. 2012 [14] show a peak at ZT21. (B) The rhythmic gene set in Figure S7A split into low and high CpG promoters show similar phase distributions. (C) The rhythmic gene set in Figure S7A split into low and high CpG promoters show that high CpG island promoters have slightly lower amplitudes. (D) Mean Pol2 (red), H3K4me3 (green), and H3k36me3 (green) for genes transcribed in the morning phase (phase interval from ZT3 to ZT9) and evening phase (phase interval from ZT15 to ZT21) show no marked difference. (E) Phase delays between H3k4me3 and H3K36me3 compared to Pol II signals are not correlated with the peak time of Pol II (bins are indicated on the *x*-axis).
(TIFF) Click here for additional data file.

Figure S8 Temporal relationships of Pol II, H3K4me3, H3K36me3 profiles, and mRNA accumulation in mouse liver. Idem as Figure 5 with an extended selection of genes (*n* = 752, *p*<0.018, FDR = 0.5).
(TIFF) Click here for additional data file.

Figure S9 Comparison of class 1 and class 3 genes with the Hughes et al. 2009 [41] and Hughes et al. 2012 [43] gene sets. (A) Venn diagram showing the intersection between the genes of class 1 or 3—that is, transcripts that show diurnal variations of mRNA (Figure 6, *n* = 892, red) and the rhythmic transcripts in Hughes et al. 2009 (blue) and Hughes et al. 2012. In all pairwise comparisons, the percentage overlaps refer to the smallest of the two sets. Indicated *p* values for the overlaps are computed using the hypergeometric test. The gene sets and overlaps are given in Table S4. (B) The overlap is stratified according to decreasing mRNA amplitudes (peak to trough).
(TIFF) Click here for additional data file.

Figure S10 Pol II occupancy profiles at the Per1 and Cry2 genes. (A) Profile of Per1, entire locus. (B) Profile of Per1, region around the PAS. (C) Profile of Cry2, entire locus. (D) Profile of Cry2, region around the PAS. The location of ChIP-qPCR primers used in (Padmanhaban et al., Science 2012 [19]) is indicated below the chromosome coordinates.
(TIFF) Click here for additional data file.

Movie S1 Animated profiles for the Bmal1, Reverbα (Nr1d1), and mPer1 genes for the Pol2 (red) occupancy and H3K4me3 (green) and H3K36me3 (blue) marks. The data were interpolated in time using spline interpolation (every 30 min).
(GIF) Click here for additional data file.

Movie S2 Idem as Movie S1 with only the measured time points (no interpolation).
(GIF) Click here for additional data file.

Table S1 Summary of the number of mapped reads per time point per mark.
(XLS) Click here for additional data file.

Table S2 List of the transcription units selected to define the density profiles.
(XLS) Click here for additional data file.

Table S3 Pol II, H3K4me3, and H3K63me3 quantifications after normalization. The signals for each transcript per time point and per mark are given as described in Materials and Methods.
(TXT) Click here for additional data file.

Table S4 Data and gene lists for Figures 5 and 6. Note that the *A*_0_ values use background-subtracted signals (background values were 21 for mRNA expression and 0.47 for Pol II signals).
(TXT) Click here for additional data file.

Table S5 Gene Ontology analysis for the gene in classes 1–3: biological processes.
(XLS) Click here for additional data file.

Table S6 Gene Ontology analysis for the gene in classes 1–3: molecular function.
(XLS) Click here for additional data file.

Table S7 Gene Ontology analysis for the gene in classes 1–3: cellular component.
(XLS) Click here for additional data file.

Table S8 PCR primers used for qRT-PCR validations.
(XLS) Click here for additional data file.

## Abbreviations

ChIP: chromatin immuno-precipitation
CTD: C-terminal domain
PAS: polyadenylation sites
Pol II: RNA polymerase II
RT: reverse transcriptase
TSS: transcript start sites
ZT: Zeitgeber Time

## References

[1] BassJ, TakahashiJS (2010) Circadian integration of metabolism and energetics. Science 330: 1349–1354.2112724610.1126/science.1195027PMC3756146

[2] KornmannB, SchaadO, BujardH, TakahashiJ, SchiblerU (2007) System-driven and oscillator-dependent circadian transcription in mice with a conditionally active liver clock. PLoS Biol 5: e34 doi:10.1371/journal.pbio.0050034.1729817310.1371/journal.pbio.0050034PMC1783671

[3] LamiaKA, StorchKF, WeitzCJ (2008) Physiological significance of a peripheral tissue circadian clock. Proc Natl Acad Sci U S A 105: 15172–15177.1877958610.1073/pnas.0806717105PMC2532700

[4] HuangW, RamseyKM, MarchevaB, BassJ (2011) Circadian rhythms, sleep, and metabolism. J Clin Invest 121: 2133–2141.2163318210.1172/JCI46043PMC3104765

[5] RudicRD, McNamaraP, CurtisAM, BostonRC, PandaS, et al (2004) BMAL1 and CLOCK, two essential components of the circadian clock, are involved in glucose homeostasis. PLoS Biol 2: e377 doi: 10.1371/journal.pbio.0020377.1552355810.1371/journal.pbio.0020377PMC524471

[6] GachonF, LeuenbergerN, ClaudelT, GosP, JouffeC, et al (2011) Proline- and acidic amino acid-rich basic leucine zipper proteins modulate peroxisome proliferator-activated receptor alpha (PPARalpha) activity. Proc Natl Acad Sci U S A 108: 4794–4799.2138314210.1073/pnas.1002862108PMC3064322

[7] Le MartelotG, ClaudelT, GatfieldD, SchaadO, KornmannB, et al (2009) REV-ERBalpha participates in circadian SREBP signaling and bile acid homeostasis. PLoS Biol 7: e1000181 doi:10.1371/journal.pbio.1000181.1972169710.1371/journal.pbio.1000181PMC2726950

[8] GachonF, OlelaFF, SchaadO, DescombesP, SchiblerU (2006) The circadian PAR-domain basic leucine zipper transcription factors DBP, TEF, and HLF modulate basal and inducible xenobiotic detoxification. Cell Metab 4: 25–36.1681473010.1016/j.cmet.2006.04.015

[9] RippergerJA, SchiblerU (2006) Rhythmic CLOCK-BMAL1 binding to multiple E-box motifs drives circadian Dbp transcription and chromatin transitions. Nat Genet 38: 369–374.1647440710.1038/ng1738

[10] StratmannM, StadlerF, TamaniniF, van der HorstGT, RippergerJA (2010) Flexible phase adjustment of circadian albumin D site-binding protein (DBP) gene expression by CRYPTOCHROME1. Genes Dev 24: 1317–1328.2055117710.1101/gad.578810PMC2885666

[11] ReyG, CesbronF, RougemontJ, ReinkeH, BrunnerM, et al (2011) Genome-wide and phase-specific DNA-binding rhythms of BMAL1 control circadian output functions in mouse liver. PLoS Biol 9: e1000595 doi:10.1371/journal.pbio.1000595.2136497310.1371/journal.pbio.1000595PMC3043000

[12] FengD, LiuT, SunZ, BuggeA, MullicanSE, et al (2011) A circadian rhythm orchestrated by histone deacetylase 3 controls hepatic lipid metabolism. Science 331: 1315–1319.2139354310.1126/science.1198125PMC3389392

[13] BuggeA, FengD, EverettLJ, BriggsER, MullicanSE, et al (2012) Rev-erbalpha and Rev-erbbeta coordinately protect the circadian clock and normal metabolic function. Genes Dev 26: 657–667.2247426010.1101/gad.186858.112PMC3323877

[14] ChoH, ZhaoX, HatoriM, YuRT, BarishGD, et al (2012) Regulation of circadian behaviour and metabolism by REV-ERB-alpha and REV-ERB-beta. Nature 485: 123–127.2246095210.1038/nature11048PMC3367514

[15] EtchegarayJ-P, LeeC, WadePA, ReppertSM (2003) Rhythmic histone acetylation underlies transcription in the mammalian circadian clock. Nature 421: 177–182.1248322710.1038/nature01314

[16] BrownSA, RippergerJ, KadenerS, Fleury-OlelaF, VilboisF, et al (2005) PERIOD1-associated proteins modulate the negative limb of the mammalian circadian oscillator. Science 308: 693–696.1586062810.1126/science.1107373

[17] KatadaS, Sassone-CorsiP (2010) The histone methyltransferase MLL1 permits the oscillation of circadian gene expression. Nat Struct Mol Biol 17: 1414–1421.2111316710.1038/nsmb.1961PMC6501791

[18] DiTacchioL, LeHD, VollmersC, HatoriM, WitcherM, et al (2011) Histone lysine demethylase JARID1a activates CLOCK-BMAL1 and influences the circadian clock. Science 333: 1881–1885.2196063410.1126/science.1206022PMC3204309

[19] PadmanabhanK, RoblesMS, WesterlingT, WeitzCJ (2012) Feedback regulation of transcriptional termination by the mammalian circadian clock PERIOD complex. Science 337: 599–602.2276789310.1126/science.1221592

[20] KoikeN, YooSH, HuangHC, KumarV, LeeC, et al (2012) Transcriptional architecture and chromatin landscape of the core circadian clock in mammals. Science 10.1126/science.1226339PMC369477522936566

[21] BarskiA, CuddapahS, CuiK, RohTY, SchonesDE, et al (2007) High-resolution profiling of histone methylations in the human genome. Cell 129: 823–837.1751241410.1016/j.cell.2007.05.009

[22] BernsteinBE, KamalM, Lindblad-TohK, BekiranovS, BaileyDK, et al (2005) Genomic maps and comparative analysis of histone modifications in human and mouse. Cell 120: 169–181.1568032410.1016/j.cell.2005.01.001

[23] SchneiderR, BannisterAJ, MyersFA, ThorneAW, Crane-RobinsonC, et al (2004) Histone H3 lysine 4 methylation patterns in higher eukaryotic genes. Nat Cell Biol 6: 73–77.1466102410.1038/ncb1076

[24] GuentherMG, LevineSS, BoyerLA, JaenischR, YoungRA (2007) A chromatin landmark and transcription initiation at most promoters in human cells. Cell 130: 77–88.1763205710.1016/j.cell.2007.05.042PMC3200295

[25] Kolasinska-ZwierzP, DownT, LatorreI, LiuT, LiuXS, et al (2009) Differential chromatin marking of introns and expressed exons by H3K36me3. Nat Genet 41: 376–381.1918280310.1038/ng.322PMC2648722

[26] KojimaS, ShingleDL, GreenCB (2011) Post-transcriptional control of circadian rhythms. J Cell Sci 124: 311–320.2124231010.1242/jcs.065771PMC3021995

[27] PreitnerN, DamiolaF, Lopez-MolinaL, ZakanyJ, DubouleD, et al (2002) The orphan nuclear receptor REV-ERBalpha controls circadian transcription within the positive limb of the mammalian circadian oscillator. Cell 110: 251–260.1215093210.1016/s0092-8674(02)00825-5

[28] KimS, KimH, FongN, EricksonB, BentleyDL (2011) Pre-mRNA splicing is a determinant of histone H3K36 methylation. Proc Natl Acad Sci U S A 108: 13564–13569.2180799710.1073/pnas.1109475108PMC3158196

[29] de AlmeidaSF, GrossoAR, KochF, FenouilR, CarvalhoS, et al (2011) Splicing enhances recruitment of methyltransferase HYPB/Setd2 and methylation of histone H3 Lys36. Nat Struct Mol Biol 18: 977–983.2179219310.1038/nsmb.2123

[30] SimsRJ3rd, BelotserkovskayaR, ReinbergD (2004) Elongation by RNA polymerase II: the short and long of it. Genes Dev 18: 2437–2468.1548929010.1101/gad.1235904

[31] NechaevS, AdelmanK (2011) Pol II waiting in the starting gates: regulating the transition from transcription initiation into productive elongation. Biochim Biophys Acta 1809: 34–45.2108118710.1016/j.bbagrm.2010.11.001PMC3021596

[32] Glover-CutterK, KimS, EspinosaJ, BentleyDL (2008) RNA polymerase II pauses and associates with pre-mRNA processing factors at both ends of genes. Nat Struct Mol Biol 15: 71–78.1815715010.1038/nsmb1352PMC2836588

[33] SultanM, SchulzMH, RichardH, MagenA, KlingenhoffA, et al (2008) A global view of gene activity and alternative splicing by deep sequencing of the human transcriptome. Science 321: 956–960.1859974110.1126/science.1160342

[34] RahlPB, LinCY, SeilaAC, FlynnRA, McCuineS, et al (2010) c-Myc regulates transcriptional pause release. Cell 141: 432–445.2043498410.1016/j.cell.2010.03.030PMC2864022

[35] YamashitaR, SathiraNP, KanaiA, TanimotoK, ArauchiT, et al (2011) Genome-wide characterization of transcriptional start sites in humans by integrative transcriptome analysis. Genome Res 21: 775–789.2137217910.1101/gr.110254.110PMC3083095

[36] BrookesE, PomboA (2009) Modifications of RNA polymerase II are pivotal in regulating gene expression states. EMBO Rep 10: 1213–1219.1983451110.1038/embor.2009.221PMC2775184

[37] SinghJ, PadgettRA (2009) Rates of in situ transcription and splicing in large human genes. Nat Struct Mol Biol 16: 1128–1133.1982071210.1038/nsmb.1666PMC2783620

[38] RosoninaE, KanekoS, ManleyJL (2006) Terminating the transcript: breaking up is hard to do. Genes Dev 20: 1050–1056.1665165110.1101/gad.1431606

[39] WangZ, ZangC, RosenfeldJA, SchonesDE, BarskiA, et al (2008) Combinatorial patterns of histone acetylations and methylations in the human genome. Nat Genet 40: 897–903.1855284610.1038/ng.154PMC2769248

[40] ErnstJ, KellisM (2010) Discovery and characterization of chromatin states for systematic annotation of the human genome. Nat Biotechnol 28: 817–825.2065758210.1038/nbt.1662PMC2919626

[41] HughesME, DiTacchioL, HayesKR, VollmersC, PulivarthyS, et al (2009) Harmonics of circadian gene transcription in mammals. PLoS Genet 5: e1000442 doi:10.1371/journal.pgen.1000442.1934320110.1371/journal.pgen.1000442PMC2654964

[42] HughesME, HogeneschJB, KornackerK (2010) JTK_CYCLE: an efficient nonparametric algorithm for detecting rhythmic components in genome-scale data sets. J Biol Rhythms 25: 372–380.2087681710.1177/0748730410379711PMC3119870

[43] HughesME, HongHK, ChongJL, IndacocheaAA, LeeSS, et al (2012) Brain-specific rescue of clock reveals system-driven transcriptional rhythms in peripheral tissue. PLoS Genet 8: e1002835 doi:10.1371/journal.pgen.1002835.2284425210.1371/journal.pgen.1002835PMC3405989

[44] UedaHR, HayashiS, ChenW, SanoM, MachidaM, et al (2005) System-level identification of transcriptional circuits underlying mammalian circadian clocks. Nat Genet 37: 187–192.1566582710.1038/ng1504

[45] RossJ (1995) mRNA stability in mammalian cells. Microbiol Rev 59: 423–450.756541310.1128/mr.59.3.423-450.1995PMC239368

[46] DolkenL, RuzsicsZ, RadleB, FriedelCC, ZimmerR, et al (2008) High-resolution gene expression profiling for simultaneous kinetic parameter analysis of RNA synthesis and decay. RNA 14: 1959–1972.1865812210.1261/rna.1136108PMC2525961

[47] WuarinJ, SchiblerU (1990) Expression of the liver-enriched transcriptional activator protein DBP follows a stringent circadian rhythm. Cell 63: 1257–1266.226164310.1016/0092-8674(90)90421-a

[48] HawleyDK, RoederRG (1985) Separation and partial characterization of three functional steps in transcription initiation by human RNA polymerase II. J Biol Chem 260: 8163–8172.2409080

[49] HawleyDK, RoederRG (1987) Functional steps in transcription initiation and reinitiation from the major late promoter in a HeLa nuclear extract. J Biol Chem 262: 3452–3461.2434502

[50] BentleyDL, GroudineM (1986) A block to elongation is largely responsible for decreased transcription of c-myc in differentiated HL60 cells. Nature 321: 702–706.352034010.1038/321702a0

[51] EspinosaJM, VerdunRE, EmersonBM (2003) p53 functions through stress- and promoter-specific recruitment of transcription initiation components before and after DNA damage. Mol Cell 12: 1015–1027.1458035110.1016/s1097-2765(03)00359-9

[52] SawadoT, HalowJ, BenderMA, GroudineM (2003) The beta-globin locus control region (LCR) functions primarily by enhancing the transition from transcription initiation to elongation. Genes Dev 17: 1009–1018.1267269110.1101/gad.1072303PMC196035

[53] CoreLJ, LisJT (2008) Transcription regulation through promoter-proximal pausing of RNA polymerase II. Science 319: 1791–1792.1836913810.1126/science.1150843PMC2833332

[54] NgHH, RobertF, YoungRA, StruhlK (2003) Targeted recruitment of Set1 histone methylase by elongating Pol II provides a localized mark and memory of recent transcriptional activity. Mol Cell 11: 709–719.1266745310.1016/s1097-2765(03)00092-3

[55] ErnstP, WangJ, HuangM, GoodmanRH, KorsmeyerSJ (2001) MLL and CREB bind cooperatively to the nuclear coactivator CREB-binding protein. Mol Cell Biol 21: 2249–2258.1125957510.1128/MCB.21.7.2249-2258.2001PMC86859

[56] YokoyamaA, WangZ, WysockaJ, SanyalM, AufieroDJ, et al (2004) Leukemia proto-oncoprotein MLL forms a SET1-like histone methyltransferase complex with menin to regulate Hox gene expression. Mol Cell Biol 24: 5639–5649.1519912210.1128/MCB.24.13.5639-5649.2004PMC480881

[57] MilneTA, DouY, MartinME, BrockHW, RoederRG, et al (2005) MLL associates specifically with a subset of transcriptionally active target genes. Proc Natl Acad Sci U S A 102: 14765–14770.1619952310.1073/pnas.0503630102PMC1253553

[58] PavriR, ZhuB, LiG, TrojerP, MandalS, et al (2006) Histone H2B monoubiquitination functions cooperatively with FACT to regulate elongation by RNA polymerase II. Cell 125: 703–717.1671356310.1016/j.cell.2006.04.029

[59] SimsRJ3rd, ReinbergD (2006) Histone H3 Lys 4 methylation: caught in a bind? Genes Dev 20: 2779–2786.1704330710.1101/gad.1468206

[60] KizerKO, PhatnaniHP, ShibataY, HallH, GreenleafAL, et al (2005) A novel domain in Set2 mediates RNA polymerase II interaction and couples histone H3 K36 methylation with transcript elongation. Mol Cell Biol 25: 3305–3316.1579821410.1128/MCB.25.8.3305-3316.2005PMC1069628

[61] KroganNJ, KimM, TongA, GolshaniA, CagneyG, et al (2003) Methylation of histone H3 by Set2 in Saccharomyces cerevisiae is linked to transcriptional elongation by RNA polymerase II. Mol Cell Biol 23: 4207–4218.1277356410.1128/MCB.23.12.4207-4218.2003PMC427527

[62] LiJ, MoazedD, GygiSP (2002) Association of the histone methyltransferase Set2 with RNA polymerase II plays a role in transcription elongation. J Biol Chem 277: 49383–49388.1238172310.1074/jbc.M209294200

[63] XiaoT, HallH, KizerKO, ShibataY, HallMC, et al (2003) Phosphorylation of RNA polymerase II CTD regulates H3 methylation in yeast. Genes Dev 17: 654–663.1262904710.1101/gad.1055503PMC196010

[64] LiM, PhatnaniHP, GuanZ, SageH, GreenleafAL, et al (2005) Solution structure of the Set2-Rpb1 interacting domain of human Set2 and its interaction with the hyperphosphorylated C-terminal domain of Rpb1. Proc Natl Acad Sci U S A 102: 17636–17641.1631457110.1073/pnas.0506350102PMC1308900

[65] EdmundsJW, MahadevanLC, ClaytonAL (2008) Dynamic histone H3 methylation during gene induction: HYPB/Setd2 mediates all H3K36 trimethylation. EMBO J 27: 406–420.1815708610.1038/sj.emboj.7601967PMC2168397

[66] ZeeBM, LevinRS, DimaggioPA, GarciaBA (2010) Global turnover of histone post-translational modifications and variants in human cells. Epigenetics Chromatin 3: 22.2113427410.1186/1756-8935-3-22PMC3004898

[67] BergerSL (2007) The complex language of chromatin regulation during transcription. Nature 447: 407–412.1752267310.1038/nature05915

[68] SoWV, RosbashM (1997) Post-transcriptional regulation contributes to Drosophila clock gene mRNA cycling. EMBO J 16: 7146–7155.938459110.1093/emboj/16.23.7146PMC1170315

[69] ReddyAB, KarpNA, MaywoodES, SageEA, DeeryM, et al (2006) Circadian orchestration of the hepatic proteome. Curr Biol 16: 1107–1115.1675356510.1016/j.cub.2006.04.026

[70] GebauerF, HentzeMW (2004) Molecular mechanisms of translational control. Nat Rev Mol Cell Biol 5: 827–835.1545966310.1038/nrm1488PMC7097087

[71] O'GeenH, NicoletCM, BlahnikK, GreenR, FarnhamPJ (2006) Comparison of sample preparation methods for ChIP-chip assays. Biotechniques 41: 577–580.1714011410.2144/000112268PMC2268903

[72] IrizarryRA, HobbsB, CollinF, Beazer-BarclayYD, AntonellisKJ, et al (2003) Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics 4: 249–264.1292552010.1093/biostatistics/4.2.249

[73] VandesompeleJ, De PreterK, PattynF, PoppeB, Van RoyN, et al (2002) Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome Biol 3: RESEARCH0034.1218480810.1186/gb-2002-3-7-research0034PMC126239

[74] LangmeadB, TrapnellC, PopM, SalzbergSL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10: R25.1926117410.1186/gb-2009-10-3-r25PMC2690996

[75] FisherRA (1929) Tests of significance in harmonic analysis. Proceedings of the Royal Society of London Series A-Containing Papers of a Mathematical and Physical Character 125: 54–59.

[76] Fisher RA (1925) Statistical methods for research workers. Edinburgh, UK: Oliver and Boyd.

[77] BenjaminiY, HochbergY (1995) Controlling the false discovery rate: a practical and powerful approach to multiple testing. Journal of the Royal Statistical Society Series B 57: 289–300.

How the deposited data were processed for this re-analysis (not part of the article)

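Liver mRNA was measured at 7 time points over 24 h, with 1 Affymetrix Mouse Gene 1.0 ST array per time point and 1 pool of RNA from 5 mice per array. The log2 values are those the authors deposited, made with Affymetrix Expression Console 1.1.2637.26569 and RMA according to the submitters' notes, so that background correction, normalization between arrays and summary over probes were done before deposit. Of 35556 probe sets, 21789 carry a single gene symbol in the annotation used here, 1621 carry several and 12146 are not named. The array medians differed by under 0.1 in log2, the mean correlation of an array with the others was 0.991 to 0.993, and no array stood apart by Dixon's test (limit 0.568). Pol II and histone mark sequencing was not analysed here, and Pol II peak times and promoter signals are the paper's, from Table S4.

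For each probe set a cosine with a period of 24 h was fitted to the log2 values with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), and the cosine and sine terms were tested jointly with the moderated F-test. P-values were adjusted by Benjamini and Hochberg over the 12076 probe sets with a single symbol and a mean above 85 units, and a probe set was called rhythmic at an adjusted p under 0.05. ZT02 and ZT26 entered as points of the same clock time, which gives 4 residual degrees of freedom. Amplitude, peak time and their standard errors come from the coefficients. The test on simulated data used 12076 probe sets, of which 200 were given rhythms. It recovered 26% of 50 at an amplitude of 0.25, 84% of 50 at 0.5, 98% of 50 at 1 and 100% of 50 at 2. There were 11 false calls (6.67% of the calls), and small rhythms were often missed in this simulation. These rates depend on the share of probe sets given rhythms, which is not known for the arrays. On the arrays 3100 probe sets had an unadjusted p under 0.05 from limma. The rates may therefore not carry over to the arrays. The thresholds of the paper's methods for mRNA were applied as a separate count. These are p under 0.25 in Fisher's test for one period, a fold above 1.5 and a mean above 85 units. The methods do not define the fold, and highest over lowest array was used here.

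The paper's Table S4 was used in its first 1197 of 22463 rows, which the table sorts by combined q. The selections at q under 0.3 (284 genes) and q under 0.5 (752 genes, 747 with a probe set) lie within this part, whereas classes 1, 2 and 3 do so only in part. Because the table is held in part, no overlap or enrichment was tested on it. Its probe set was used for each row (1128 rows) or else the gene symbol (57 rows), and 12 rows had none. In 47 rows the mean level differed by more than 0.05 from that of the probe set listed. Modes of peak times were read from a circular kernel density with an SD of 1 h between ZT8 and ZT20 and between ZT20 and ZT8. Delays were averaged on the circle, with 95% intervals from 10000 bootstrap resamples of genes. Relative amplitudes of mRNA were taken on the natural scale after subtracting a background of 43 units, the value that the methods give beside the expression minimum. Those of Pol II were computed from the Pol II signals of Table S4 with the background of 0.94 that the methods give. The legend of Table S4 gives 21 units for mRNA, tried as an alternative, and 0.47 for Pol II. Over 1128 rows, the relative amplitudes listed for Pol II in Table S4 differ from those computed with 0.94 by a nearly constant factor (median 2.00, quartiles 2.00 and 2.00), and from those computed with 0.47 by a varying one (median 1.87, quartiles 1.65 and 1.93).

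Named genes were chosen by a rule with 4 parts. It took each gene the paper names for its mRNA or as an example, all members of the core clock and clock output lists, up to 4 rhythmic members with the largest amplitude of every other list (up to 2 where none was rhythmic), and the 10 genes with the largest amplitude among those called in the light and in the dark. The probe set of a gene was the one Table S4 lists, otherwise the one with the highest mean. Table S4 values of Arntl, Nr1d1, Per1, Per2, Cry1, Dbp, Npas2, Spon2, Rdbp, Alb, Gstm1 and Cyp7a1 had been seen when the rule was written. Npas2 has no probe set with a single symbol in the annotation and was named through Table S4. The rule, 29 gene lists with 432 genes (382 with a probe set of a single symbol), the tests and most alternatives were set before the data were examined. The permutation and single-array tests on Kupffer cell markers and 8 alternatives were chosen afterwards. Listed genes with no probe set of a single symbol were not used in the list tests, and some genes that the rule names are not reported here.

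For each list the rhythmic share was compared with that of all other tested genes (10966 genes, 1 probe set each) by Fisher's exact test, adjusted over the 29 lists, and p-values were adjusted anew over the list alone. The cosine coefficients of the list were also compared with those of other probe sets by camera with a preset correlation of 0.01 between genes and with an estimated one. Genes are not independent, so these tests describe these pools. The other genes were not matched to a list for signal level. The order of the arrays was permuted in 100 drawn orders and in the 60 orders that keep ZT02 and ZT26 at 1 clock time.

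Apart from the paper's thresholds, which changed the test, p threshold, adjustment and fold limit together, alternatives changed 1 choice at a time. They covered the filter on the mean (none, or 170 units), inclusion of probe sets with no or several symbols, normalization (quantile normalization again, or each array centred on its median), the natural scale, Fisher's test for one period, an intensity trend in eBayes, ZT02 and ZT26 averaged, a linear drift over hours, a fold threshold, the background, the width of bins and kernel, subsets of genes, and each array left out in turn. A peak mode was held to be moved when it left its bootstrap SD, a class amplitude when it left its bootstrap interval and a count when it changed by more than 1.5 times. A peak time of a gene that differed from the paper's by more than 2 h counted as different. These limits, other than that for counts, are choices made here. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9. RT-PCR, protein, ChIP-seq and Gene Ontology results of the paper were not analysed here.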

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

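The one-period test in the form of Table S4, the threshold of 0.2 and the alternatives on the rows of Table S4 and on Pol II rhythms were chosen after seeing the data, and all others in this part were set earlier. No paired analysis was possible because each time point has 1 array of pooled RNA and no mouse or batch links the arrays.

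The number of rhythmic probe sets, 540, depends strongly on the processing. It was 57 with no filter on the mean, 195 with all probe sets included, 68 on the natural scale, 93 with ZT02 and ZT26 averaged and 98 with a linear drift added, of which 56, 147, 61, 89 and 95 were among the 540. With 1 array left out it ranged from 13 (without ZT02) to 312 (without ZT22). Fisher's test for one period gave 0 after Benjamini-Hochberg adjustment, and 0 in its Table S4 form (2101 and 1152 at an unadjusted p under 0.05). At an adjusted p under 0.2, 3167 were called. Fewer residual degrees of freedom, or more probe sets under the same adjustment, are part of most of these alternatives, and the cause was otherwise not tested. The count stayed within 1.5 times with the filter at 170 units (703), quantile normalization again (772), median centring (570), an intensity trend (657) and the fold threshold (399). By the thresholds of the paper's methods 1645 probe sets passed, and 1013 with the fitted fold in place of highest over lowest. With the one-period test in its Table S4 form 1146 passed.

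In hours of ZT, the evening mode of mRNA peaks ranged from 12.65 (without ZT22) to 16.2 (without ZT02), and the morning mode from 23.6 (without ZT06) and 23.75 (without ZT14) over 0.05 (without ZT26) to 1.15 (without ZT18). The delay after Pol II stayed between 2.40 and 2.94 h in all alternatives. The median relative amplitude was 0.286 in class 1 with no background subtracted, 0.296 (without ZT10) to 0.344 (without ZT22) with 1 array left out, and 0.118 in class 2 from the highest and lowest arrays. The share of delays from 0 to 6 h was 74.7% among genes with an mRNA p under 0.05 and 76.9% in class 1, for which the cause was not tested.

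Of 29 gene lists 9 passed Fisher's exact test, 3 with no filter on the mean and 1 (without ZT02) to 5 (without ZT18, ZT22 or ZT26) with 1 array left out. Those lost with no filter were cholesterol synthesis, fatty acid synthesis, fatty acid oxidation, glycolysis and glycogen, glucocorticoid-induced genes and Kupffer cell markers. By the thresholds of the paper's methods bile acids were lost, and xenobiotic metabolism, heat shock, ribosome biogenesis and cholangiocyte markers passed in addition. At an adjusted p under 0.2, fatty acid oxidation and glucocorticoid-induced genes were lost, xenobiotic metabolism, ribosome biogenesis and stellate cell markers passed in addition, and ribosomal proteins passed with a share below that of other genes. Camera made 15 calls with the preset correlation and 0 with an estimated correlation. Between ZT26 and ZT02, 80 probe sets differed by over 1.5-fold, 14 by over 2-fold and 187 with no filter on the mean.

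No called result reversed its direction. Of 1065 results for named genes under an alternative, 618 kept their side of the threshold, 444 were weaker and 3 stronger, and of 319 for gene lists 262, 49 and 8. Of 70 named genes called rhythmic, 6 (Per2, Nr1d2, Klf10, Thrsp, Cyp7a1 and Slc37a4) passed with each array left out, and 64 were lost without at least 1. With 1 array left out the fitted fold moved by more than 1.5 times in 6 named genes (Arntl, Dbp, Per3, Rgs16, Depp1 and Creld2). Signal over background limits the low end, where 6093 probe sets have a mean at or below 43 units.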

Differences from the paper's values

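No test or alternative in this part was chosen after the result was seen. The paper names Tfrc among genes with cyclic mRNA. In limma's test it did not pass here (adjusted p = 0.0638), while it did without the ZT22 array (adjusted p = 0.0254) and met the thresholds of the paper's own methods, with a one-period p of 0.0335 and 2.72-fold between the highest and lowest arrays.

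In Table S4 the column of RNA relative amplitudes is below 0 in each of the 1197 rows used, from -0.0299 to -2.82e-05, which are values that a relative amplitude cannot hold. The column was not used here. The RNA peak times of the table lay within 0.5 h of those fitted here in 95.7% of 1128 rows.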

Other observations

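The permutation and single-array tests on Kupffer cell markers and the subtraction of 21 units from Arntl below were chosen after the result was seen. The list tests by Fisher's exact test and camera were set earlier. Of the genes that glucocorticoids induce, those called rhythmic peaked in the dark. Lpin1, a regulator of lipid synthesis, changed 4.47-fold with a peak at ZT12.2 (limma, adjusted p = 0.0493), Fkbp5, a chaperone of the glucocorticoid receptor, 3.71-fold at ZT13.9 (adjusted p = 0.0310) and Tsc22d3, a mediator of anti-inflammatory effects, 2.07-fold at ZT17.0 (adjusted p = 0.0267). Of 11 tested genes of the list 4 were rhythmic (5 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.00519). The list passed only in 2 of the 7 fits with 1 array left out (highest adjusted p 1), and Lpin1 (0.174 without ZT14), Fkbp5 (0.100 without ZT26) and Tsc22d3 (0.105 without ZT14) were each lost in 5 or more. Among 8 genes of clock output 6 were rhythmic (7 when adjusted over the list alone; adjusted p = 3.2e-06; highest 0.118 without ZT14), namely Dbp, Tef, Hlf, Klf10, Usp2 and Tspan4, where Usp2 and Tspan4 do not encode transcription factors. Klf9 (adjusted p = 0.156) and Klf15 (0.365) did not pass.

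The few drug metabolism genes called rhythmic peaked at different hours. Alas1, the first enzyme of heme synthesis, changed 4.56-fold at ZT13.6 and the cytochrome P450 gene Cyp2b10 4.52-fold at ZT19.6 (limma, adjusted p = 0.0186 each). Both were lost without ZT14 among others (0.0888 and 0.0743). The glutathione transferase gene Gstt2 changed 2.07-fold at ZT9.93 (adjusted p = 0.0448) and was lost in every fit with 1 array left out (highest 0.113, without ZT02). Of 18 genes of xenobiotic metabolism 3 passed (5 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.133), and 7 met the thresholds of the paper's methods (adjusted p = 0.0200). In the heat shock list only Rbm3, a cold-induced RNA-binding protein, passed (1.60-fold at ZT12.6, adjusted p = 0.0243; 0.0962 without ZT14), 1 of 14 genes (4 when adjusted over the list alone; adjusted p = 0.730). By the paper's thresholds 10 of these genes passed (adjusted p = 2.14e-05). The chaperone genes Hspb1 and Hsph1, named here after their values were seen, ranged 4.51-fold (highest at ZT18) and 3.99-fold (highest at ZT14) without passing the cosine test (adjusted p = 0.0900 and 0.234). Of 18 genes of ribosome biogenesis 2 passed, the nucleolar gene Gnl3 and the RNA polymerase I factor Rrn3 (4 when adjusted over the list alone; adjusted p = 0.437), and 8 met the paper's thresholds (adjusted p = 0.00500). Gnl3 was lost in 5 and Rrn3 in 7 of the fits with 1 array left out (highest 0.170 and 0.171, without ZT14).

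The other lists held few rhythmic genes by limma. Counts of 0 were found among 20 genes of the unfolded protein response (0 when adjusted over the list alone, 3 at an unadjusted p under 0.05, 1 by the paper's thresholds), 14 of amino acid breakdown and the urea cycle (5, 5 and 1), 16 ribosomal protein genes (0, 0 and 0), 16 proteasome genes (0, 6 and 1), 10 housekeeping genes (0, 3 and 0), 12 endothelial markers (0, 2 and 1), 2 cholangiocyte markers (1, 1 and 2), 2 red blood cell markers (0, 1 and 0) and 3 pancreatic markers (0, 0 and 0). Of 15 acute phase genes Apcs and Fga passed (4 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.386), of 13 iron genes Hmox1 (2; adjusted p = 0.730), of 10 cell cycle genes Wee1 (1; adjusted p = 0.674), of 12 stellate cell markers Pdgfrb (2; adjusted p = 0.730), of 6 lymphocyte markers Cd74 (4; adjusted p = 0.504) and of 4 adipocyte markers Cidec (1; adjusted p = 0.410). Each of these genes was lost in 5 or more of the 7 fits with 1 array left out (highest adjusted p 0.159, Fga without ZT14). Creld2 of the unfolded protein response ranged 4.84-fold, highest at ZT14, with an adjusted p of 0.692.

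Gstm1, a glutathione transferase gene, stayed level (1.04-fold between the highest and lowest arrays, limma, adjusted p = 0.924), as did the control genes Ppia (1.06-fold, adjusted p = 0.917, and 0.775 to 0.978 in 6 other probe sets) and Tbp (1.13-fold, adjusted p = 0.528). Bhmt, an enzyme of methionine metabolism, had a small amplitude of 0.14 (adjusted p = 0.0887), and 0.46 (0.0663) and 0.15 (0.0725) in other probe sets. The control gene Gusb had an amplitude of 0.11 (adjusted p = 0.149).

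For Bmal1 mRNA the paper's text gives an about 30-fold amplitude, citing an earlier study. The highest over the lowest array of Arntl was 12.7-fold as deposited, but the lowest array, ZT10 with 39.15 units, is below the background of 43 units that the methods give, so only a lower bound of 11.6-fold holds here and no difference is established. After subtraction of 21 units, the background in the legend of Table S4, it was 26.2-fold, and with 43 units no fold can be given. Without the ZT10 array it was 4.92-fold, over a range that leaves out the trough.

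Markers of Kupffer cells were higher near ZT0. Of 11 tested markers 6 passed limma's test (10 when adjusted over the list alone; Fisher's exact test, adjusted p = 2.35e-05), among them Vsig4, a complement receptor gene with a mean of 1280 units (1.66-fold, adjusted p = 0.0448), and C1qb, a complement gene with a mean of 1258 units (1.66-fold, adjusted p = 0.0316). The list passed in none of the fits with 1 array left out (0 to 1 genes past the threshold, highest adjusted p 1), and Vsig4 and C1qb in none (highest 0.118 and 0.0917). By camera the median cosine coefficient was 0.30 (adjusted p = 4.42e-10, and adjusted p = 0.290 with an estimated correlation). A lower share of hepatocyte RNA near ZT0 would raise markers of other liver cells alike, but the median was 0.07 for 12 endothelial and 0.09 for 12 stellate cell markers, below that of the Kupffer markers (one-sided permutation test, p = 0.00033, 100000 permutations). The test permutes genes as if they were independent, which genes measured on the same 7 arrays are not, so its p-value may be too small. Of the 24 markers 23 had a coefficient above 0, so a smaller shift shared by these cells may remain. By camera the stellate list also passed (adjusted p = 0.00100, and adjusted p = 0.290 with an estimated correlation). The endothelial list did not (adjusted p = 0.0556). The Kupffer markers were not alone, since the median was 0.27 for 6 lymphocyte markers (camera, adjusted p = 9.5e-05, and adjusted p = 0.290 with an estimated correlation), all above 0, and 0.33 for the 2 cholangiocyte markers, with Sox9 at an amplitude of 0.51 (adjusted p = 0.0791). A single array did not account for the size of the Kupffer coefficient, whose lowest value with 1 array left out was 87.9% of that with 7 arrays (0.26 to 0.33). Daily changes in the number of macrophages and lymphocytes, or in mRNAs of these cells, could each give this pattern, and these were not tested here. Whether the genes of the lymphocyte list are specific to lymphocytes in liver was not tested either.

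The number of rhythmic probe sets was set against other orders of the 7 arrays. In 100 drawn orders with the real one included, only 1 reached 540, and the highest other count was 0. In the 60 orders that keep ZT02 and ZT26 at 1 clock time, again only 1 reached it, and the highest other count was 23. The number therefore depends on the order of the time points, though its size depends on the processing.

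A 12-h cosine added to the 24-h cosine passed limma's test in 0 of 12076 probe sets, with 762 at an unadjusted p under 0.05 where 603.8 would be found by chance, and a lowest adjusted p of 0.145. The ordinary F-test also gave 0 (745 unadjusted), as did quantile normalization again (916 unadjusted, lowest adjusted p 0.0527) and no filter on the mean (1084 unadjusted of 1089 by chance). With 2 residual degrees of freedom, this says little about small 12-h rhythms. The arrays at the same clock time, ZT02 and ZT26, differed by over 1.5-fold in 80 probe sets (43 higher and 37 lower at ZT26), the fewest of all 21 pairs of arrays (99 to 810 in the others). No marker list of other tissues had an array beyond Dixon's limit, the nearest being pancreatic markers at ZT26 (0.566, low).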
